# Shared and organ-specific gene-expression programs during the development of the cochlea and the superior olivary complex

**DOI:** 10.1080/15476286.2023.2247628

**Published:** 2023-08-21

**Authors:** Mor Bordeynik-Cohen, Michal Sperber, Lena Ebbers, Naama Messika-Gold, Constanze Krohs, Tal Koffler-Brill, Yael Noy, Ran Elkon, Hans Gerd Nothwang, Karen B. Avraham

**Keywords:** MicroRNAs, transcriptomics, gene regulatory networks, inner ear, brainstem

## Abstract

The peripheral and central auditory subsystems together form a complex sensory network that allows an organism to hear. The genetic programs of the two subsystems must therefore be tightly coordinated during development. Yet, their interactions and common expression pathways have never been systematically explored. MicroRNAs (miRNAs) are short non-coding RNAs that regulate gene expression and are essential for normal development of the auditory system. We performed mRNA and small-RNA sequencing of organs from both auditory subsystems at three critical developmental timepoints (E16, P0, P16) to obtain a comprehensive and unbiased insight of their expression profiles. Our analysis reveals common and organ-specific expression patterns for differentially regulated mRNAs and miRNAs, which could be clustered with a particular selection of functions such as inner ear development, Wnt signalling, K+ transport, and axon guidance, based on gene ontology. Bioinformatics detected enrichment of predicted targets of specific miRNAs in the clusters and predicted regulatory interactions by monitoring opposite trends of expression of miRNAs and their targets. This approach identified six miRNAs as strong regulatory candidates for both subsystems. Among them was miR-96, an established critical factor for proper development in both subsystems, demonstrating the strength of our approach. We suggest that other miRNAs identified by this analysis are also common effectors of proper hearing acquirement. This first combined comprehensive analysis of the developmental program of the peripheral and central auditory systems provides important data and bioinformatics insights into the shared genetic program of the two sensory subsystems and their regulation by miRNAs.

## Introduction

The ability to perceive sound is the result of a complex sensorineural processing that spreads from the inner ear to the central nervous system. Hearing loss is the most prevalent sensory deficiency in humans [1,2], and affects 1.5 billion people [3]. Although about 50% of deafness cases are estimated to be genetic-based [4], in many cases the cause remains unresolved [5,6]. A deeper understanding of the precise orchestrated genetic program governing hearing is vital for optimal genetic screening and development of genetic therapeutics [7].

The auditory system is composed of the peripheral and the central auditory systems. The former receives sound waves and transforms them into mechanical movements and subsequently into electrical signals in the organ of Corti, the sensory epithelium (SE), of the inner ear (Figure 1). In contrast, the central auditory system is implicated in the processing and perception of auditory stimuli. Signals from the inner ear are relayed through the spiral ganglion neurons forming the auditory nerve to the brainstem. Upon entering the brainstem, the auditory nerve fibres bifurcate innervating different subdivisions of the cochlear nucleus complex (CNC), which represents the first station of central sound processing. The posterior branch reaches into the area of the dorsal cochlear nucleus (DCN), whereas the anterior branch innervates the ventral cochlear nucleus (VCN). From here the auditory information is further distributed within the central auditory system [8]. Neurons from the VCN primarily project to the superior olivary complex (SOC), which is important for processing fundamental features of the sound stimulus including sound duration and localization [9,10]. The SOC consists of three primary nuclei, the lateral and medial superior olive (LSO and MSO, respectively) and the medial nucleus of the trapezoid body (MNTB), as well as three periolivary nuclei (Figure 1).

**Figure 1.**
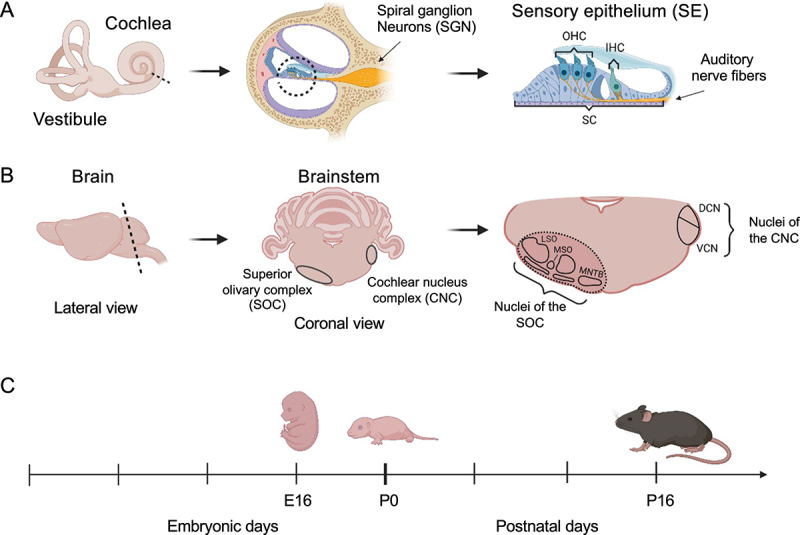
Illustration of the mice organs dissected for RNA analysis. (a) The inner ear, containing the sensory epithelium (SE). OHC – outer hair cells, IHC – inner hair cells, SC – supporting cells. (b) Central auditory structures on the level of the brainstem include the CNC and SOC. Harvested brain area marked with dashed line. SOC and CNC are present on either side of the brain. MSO – Medial superior olive, LSO – Lateral superior olive, MNTB – Medial nucleus of the trapezoid body, DCN – dorsal cochlear nucleus, VCN – ventral cochlear nucleus. Created with BioRender.com. Images not drawn to scale relative to one another. (c) Timeline of dissected organs.

Beyond the brainstem, the signal is further processed in the inferior colliculus in the midbrain and the medial geniculate body of the thalamus before reaching the primary auditory cortex, where final processing and perception of the sound takes place. In addition to the ascending auditory pathway, the SOC also harbours a top-down system, the olivocochlear system, which sends feedback from the brainstem to the inner ear [11]. Because of the tight functional interplay between the peripheral and central auditory system it has been suggested that their development is governed by a shared genetic program [12]. For example, the inner ear and the auditory nerve derive both from the otic placode, i.e. the same developmental anlage [13,14]. Accordingly, a temporal gene expression analysis of the SOC has revealed enrichment of known deafness-associated genes [15], and 24 genes have currently been shown to play an intrinsic role in both systems [16].

One such shared genetic factor is the microRNA (miRNA)-96 (miR-96), where point mutations in this miRNA give rise to irregular hair bundles in the inner ear and result in peripheral deafness in both humans and mice [17,18]. These peripheral alterations are accompanied by dramatic changes in the auditory brainstem, including a decrease in the volume of SOC nuclei and impaired maturation of the calyx of Held, a large axosomatic auditory synapse [19]. miRNA expression profiles exhibit high cell-type specificity and are crucial for nervous system and developmental cell diversity [20]. In particular, miRNAs are critical for the embryonic formation of the cochlea [21] and the SOC [22]. In total, more than 400 miRNAs are known to be expressed in the mouse inner ear [23] and abundant cochlear miRNAs are also expressed in the SOC [24].

We have now employed RNA- and small RNA sequencing at three developmental stages of the inner ear SE and the SOC in order to conduct a systematic investigation of common and organ-specific gene expression programs of the peripheral and central hearing systems. Our integrated transcriptomic analysis was able to delineate the main gene regulatory networks that drive cochlea and SOC development, establish putative regulatory interactions between miRNAs and their target genes in these processes, and identify six miRNAs as key regulators of developmental programs in both systems. Further study of these miRNAs holds the potential to uncover new expression regulation pathways that are essential for both the peripheral and central hearing systems.

## Materials and methods

### RNA isolation

All procedures involving animals were performed in accordance with the regulations of German Federal Law concerning the care and use of laboratory animals, and the guidelines of the EU Directive 2010/63/EU for animal experiments or guidelines set forth by the National Institutes of Health Guide for the Care and Use of Laboratory Animals. Protocols were approved by the local animal care and use committee (LAVES, Oldenburg) or the Animal Care and Use Committee at Tel Aviv University (01-17-098). Cochlear SE were dissected from 12 inner ears of 6 C57BL/6JOlaHsd mice (Envigo, Jerusalem, Israel) of both sexes at E16, P0, and P16. Total RNA was isolated, using the Direct-zolTM RNA Miniprep kit (Zymo Research, CA, USA). SOC tissue was obtained by decapitation of C57Bl6/J mice of both sexes at P0, or at P16 from animals that were sacrificed with CO2 and subsequently decapitated. In both cases, the brain was immediately dissected out of the skull and frozen on dry ice. Alternatively, a C-section was performed on anesthetized time-pregnant mice, and E16 embryos were decapitated, and the heads were frozen on dry ice. The SOC region was cut out on a cryostat and the tissue of several animals was collected for RNA isolation. Eight E16 embryos were used per sample, with 6–8 animals used for P0 samples, and 3 animals for each P16 sample. RNA was isolated with the innuPrep miRNA Kit (Isolation of miRNAs and total RNA) and frozen at −80°C. RNA was collected in two to four biological repeats for every developmental stage.

### RNA sequencing

Cochlear RNA libraries were prepared and sequenced at the Genomics Research Unit supported by the Alfredo Federico Strauss Center for Computational Neuro-Imaging at Tel Aviv University. The NEBNext® Ultra II Directional RNA Library Prep Kit (Illumina) with NEBNext rRNA Depletion Kit v2 was used for library preparation and the NextSeq 500/550 High Output Kit v2.5 for RNA sequencing. Cochlear small-RNA sequencing was carried out by Macrogen using the SMARTer smRNA-Seq Kit (Takara Bio Inc.) for library preparation, and Illumina HiSeq2500 Rapid Run mode, 50 bp single-end configuration, 120 million reads per lane, for sequencing. The SOC library preparation and next-generation sequencing was done by Macrogen, Korea; 1 μg of total RNA was used for each mRNA sequencing reaction, and 3 μg of total RNA for each miRNA sequencing reaction. Each sample was prepared in biological triplicates. Technical requirements for the sequencing reactions were as follows: mRNA/: Library type: Illumina transcriptome; library: Illumina TruSeq Stranded Total RNA with Ribo-Zero Gold Human/Mouse/Rat; sequencing: NovaSeq; sequencing coverage: 60 million reads/sample; read length: 100 bp paired end. miRNA: Library type: Illumina transcriptome; library: Illumina TruSeq Small RNA library; sequencing: HiSeq2500 rapid run mode 1 × 50bp lane-based seq; sequencing coverage: 1/6 lane (120 million reads/lane = 20 million reads/sample); read length: 50 bp single end. The sequencing data was delivered as raw data FASTQ files.

### RNA-seq analysis

Alignment and read counting per gene were performed using STAR [25], the mm10 mouse reference genome, and GENCODE gene annotations. Gene read counts were converted to CPM units. Overall, 19908 genes (of which 15,409 (77%) are protein coding) were detected in our dataset with over 0.5 CPM in three replicates of any time point (in either the cochlea or the SOC). PCA and differential expression analysis were performed using DESeq2 [26]. The definition of a differentially expressed gene was based on three criteria: FDR < 1%, fold change > 2.5, and a consistency in the direction of the expression change (up or down-regulation compared to E16) over all replicates. This system detected a total of 3,717 down-regulated and 4,333 up-regulated genes in our dataset, which were clustered using CLICK (implemented in EXPANDER) [27]. Gene Ontology (GO) enrichment tests used the clusterProfiler package [28] (with the parameters: Ontology – biological process, p-value adjustment method – false discovery rate, p-value cut-off − 1%, adjusted p-value cut-off − 5%). Heatmaps were generated using Heatmapper [29].

### miR-seq analysis

Alignment was performed using Bowtie [30] and a reference we produced from all the mouse miRNAs in MirGeneDB [31]. Overall, the expression of 319 miRs were detected in our dataset, with over 1 CPM in at least 2 replicates of any time point in either the cochlea or the SOC. PCA and differential expression analysis were performed using DESeq2. Differentially expressed miRs were defined as those with a fold change > 1.5, FDR < 5%, and a consistent up or down-regulation in either P0 or P16 compared to E16 in all replicates. 

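The union of the P0 vs E16 and P16 vs E16 contrasts contained 331 DE miRNAs in the cochlea, of 896 tested, and 289 in the SOC, of 694 tested. In total 497 miRNAs were DE in at least one organ and 123 in both. A filter that kept miRNAs with at least 10 counts in every library moved the counts of the cochlea (to 132), of either organ (285) and of both (37) most, and gave 190 in the SOC. The SOC count moved most without the libraries rich in miR-99b-5p, to 104, an alternative chosen after seeing the data.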

According to these criteria, 215 and 193 miRs were called as differentially expressed in the cochlea and in the SOC, respectively, with a total of 223 unique differentially expressed miRs. Predicted miR targets were downloaded from TargetScan [32]. A hyper-geometric test was performed on each cluster of down or up-regulated genes and every miR, in order to identify significant over-representation of predicted miR target genes in the differentially expressed gene cluster. These enrichment tests were performed for miRs with an expression pattern that was negatively correlated with the mean expression pattern of the predicted targets assigned to the cluster.

## Results

### Transcriptional gene expression shared or specific to cochlea and SOC

Our first goal was to delineate developmental gene-expression programs that are either shared by the cochlea and SOC or are specific to one of these organs. For this purpose, we used RNA-seq to profile the transcriptome of these two organs (Figure 1) at three developmental time points (E16, P0, and P16). These time points were chosen because in the SOC, migration of neurons is completed at E16 and the auditory brainstem neurons begin to functionally mature within their functional circuits at P0 [15]. In contrast, SE cells exit the cell cycle at E16 and complete final differentiation at P0. In both organs, P16 is a timepoint after hearing onset and represents the adult-like tissue [33]. Each biological condition was probed using 3–4 independent samples.

Overall, the expression of 19,908 genes could be detected robustly (Table S1–2). PCA revealed that the organ was the main influence on gene expression profiles, with developmental time a secondary factor (Figure 2). Differential expression analysis identified 5,017 and 4,925 differentially expressed genes (DEGs; FDR = 1%) whose expression level was significantly altered during development in the cochlea and SOC, respectively (Table S3). The expression patterns of the DEGs were very varied, and cluster analysis was applied to divide them into distinct groups according to their expression profile across the probed conditions (Table S4). Focusing first on the DEGs with repressed expression during development, we detected three main clusters of DEGs whose expression declined in both organs (with either similar or different initial levels at E16, Figure 3a). Gene ontology (GO) enrichment analysis indicated that the cluster of 725 repressed DEGs with similar basal expression at E16 is significantly enriched for genes that function in all cell-cycle phases (Table 1; Table S5A). In contrast, the cluster of 1,010 DEGs with reduced expression in both organs at the third time point (P16), but with markedly higher expression levels in the cochlea, is significantly enriched for genes that function in early inner-ear development and the Wnt receptor-signalling pathway (Table 1; Table S5A). This gene cluster also reflected the general repression of differentiation programs of multiple tissues (including the skeletal system, kidney, artery, limb, skin, and lung) that takes place in the cochlea and SOC as these organs mature. On the other hand, a cluster of 853 DEGs that were similarly repressed in both organs at the last time point (P16) but with markedly higher expression levels in the SOC, is enriched for genes that play key roles in axonogenesis/axon guidance.

**Figure 2.**
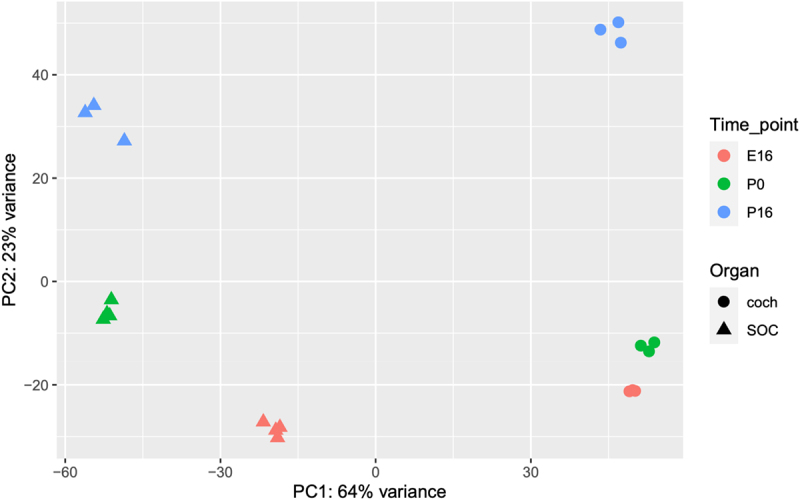
Principal component analysis (PCA) of the RNA-seq data. The main component (PC1) is associated with organ-specific expression programs, while the second component (PC2) reflects developmental programs that are shared by the cochlea and the SOC.

**Figure 3.**
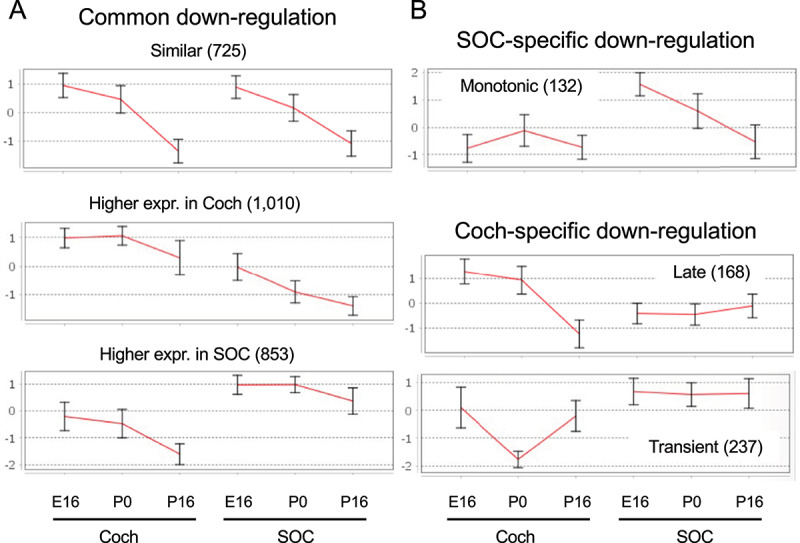
Main clusters of the DEGs repressed during development of the auditory system. (a) Clusters of genes whose expression is repressed during development in both the cochlea and the SOC (albeit with different absolute levels in the two organs). (B) Clusters of genes whose expression is repressed during development in only one of the organs. Each cluster is represented by the mean expression pattern of the genes assigned to it. Error bars represent ± SD. Gene expression levels were standardized to mean 0 and SD 1 prior to clustering.

**Table 1.** GO enrichment for clusters of repressed DEGs.

Cluster	GO category	EF	pval	pval.adj
Common – higher expression in cochlea	inner ear development	3.8	3.41E–14	5.61E–12
	Wnt receptor signalling pathway	2.84	6.27E–14	9.52E–12
Common – higher expression in SOC	axon guidance	3.22	2.44E–08	4.89E–05
Common – similar	DNA replication	3.4	5.71E–11	6.65E–09
	meiotic cell cycle	3.55	2.00E–10	2.06E–08
	G2/M transition of mitotic cell cycle	3.75	2.37E–06	9.64E–05
Cochlea-specific – transient	sensory perception of sound	7.33	3.90E–06	6.30E–03

Three additional main clusters identified as associated with organ-specific repression programs are presented in Figure 3b. These are a cluster of 132 genes specifically expressed and monotonically repressed in the SOC, which is enriched for genes that function in muscle cell development and myotube differentiation, a cluster of 168 genes specifically expressed in the cochlea and repressed at P16 and enriched for genes that function in sensory perception of sound, and last a cluster of 237 genes transiently repressed in the cochlea and enriched for genes that function in sensory perception of sound (Table 1; Table S5A).

Two clusters of DEGs (939 and 603 genes) that are induced during the development of the auditory system and are more prevalent in the cochlea, were identified as enriched for genes that function in sensory perception of sound (earlier induction), potassium ion transport (later induction), and T-cell mediated immune responses (Figure 4; Table 2; Table S5B). The induction of the potassium ion transporters at P16 reflects the establishment of the unique mechanosensitive transducer channels at the tip of hair cell stereocilia that allow K+ ions to flow into cells. This is a key initial step in the cascade of sound processing. Another cluster of 1,409 induced genes whose expression is markedly higher in the SOC is enriched for regulators of synaptic transmission, levels of neurotransmitters, and calcium ion homoeostasis (Figure 4; Table 2; Table S5B). Such induction of genes implicated in calcium ion homoeostasis during development has previously been reported for the calcium-binding proteins parvalbumin and calbindin in the rat SOC [34,35]. A smaller cluster of 225 that showed full induction in the SOC already at P0 was enriched for genes involved in neuropeptide signalling pathways. As for the induced transcriptional program that is shared by the cochlea and the SOC, a cluster of 560 genes that were similarly activated in both organs was enriched for axon ensheathment/myelination genes.

**Figure 4.**
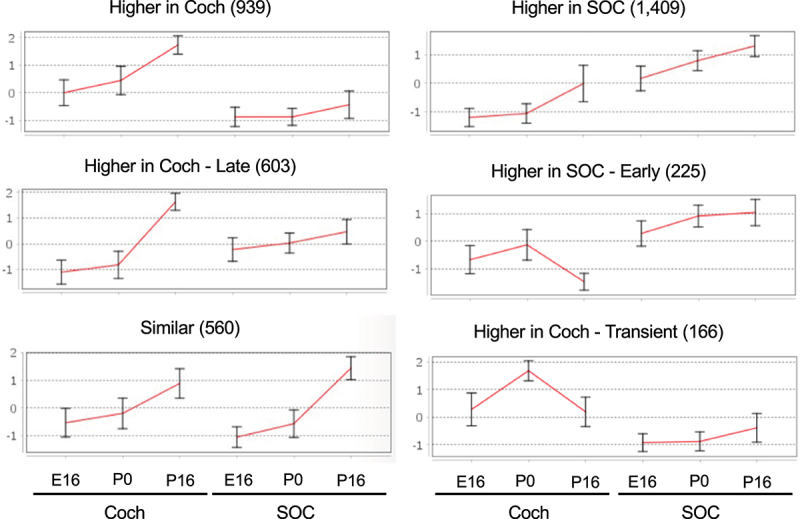
Main clusters of the DEGs induced during development of the auditory system. Same as Figure 3, but for genes whose expression level is increased during development.

**Table 2.** GO enrichment for clusters of induced DEGs.

Cluster	GO category	EF	pval	pval.adj
Higher in SOC	regulation of synaptic transmission	2.84	5.46E–18	1.25E–14
	neurotransmitter transport	2.92	1.98E–12	1.82E–09
	calcium ion homoeostasis	2.1	3.78E–08	8.26E–06
Higher in SOC (earlier)	neuropeptide signalling pathway	10.4	4.63E–06	1.96E–03
Higher in cochlea (earlier)	sensory perception of sound	4.9	7.16E–15	2.80E–11
Higher in cochlea (later)	potassium ion transport	3.89	2.34E–07	3.92E–04
	T cell mediated cytotoxicity	10.15	3.92E–06	1.88E–03
Similar	ensheathment of neurons	4.74	6.80E–09	1.22E–05

Taken together, our transcriptomic analysis identifies the main transcriptional programs and biological processes that are induced and repressed during cochlea and SOC development and highlights key regulators and effector genes that carry out these processes (Figure 5). Notably, two clusters detected by our analysis were markedly enriched for deafness genes. First, the cluster of shared repressed DEGs with higher absolute expression levels in the cochlea contained 37 deafness genes (enrichment factor (EF) for deafness genes = 3.7; p-value = 4.09E–12 using hypergeometric tail; Fig. 5a). Second, the cluster of shared induced DEGs with higher absolute expression levels in the cochlea contained 35 deafness genes (EF for deafness genes = 3.77; p-value = 1.06E–11; Figure 5b). Thus, this analysis delineates two distinct pivotal molecular modules of deafness genes: one module comprises deafness genes whose expression level peaks at P0 and are later repressed in mature cochlea (P16). These genes include *Pou3f4*, *Eya1*, *Six1*, *Six5*, *Tbx1*, *Lmx1a*, *Nrf2f1*, *Esrp1* and *Prrx2* that function as transcription factors and regulators; *Triobp*, *Otogl*, *Otog*, *Ush2a*, *Syne4*, *Marveld2*, *Otor* and *Tecta* that encode for structural proteins; and *Atp6v1b1* and *Ror1* that are associated with neuronal function (Figure 5a). The second module comprises deafness genes whose expression level peaks in the mature cochlea (P16), and they encode proteins with very different roles than the deafness genes of the first module: the late-induced deafness genes carry out basic functions of the mature/fully-functional cochlea, mostly categorized with structural or neuronal function, including *Gjb2*, *Oto2*, *Myo5*, *Ush1g*, *Grxcr2*, *Tmc1*, *Myo15*, *Ptprq, Loxhd1, Col4a4, Cacna1d*, and *Coch* or neuronal associated, including *Kcnq4, P2rx2, Slc26a4, Otof*, and *Cacna1d*. Other genes in this group are the regulatory *Gipc3*, the motor protein *Slc26a5*, and *Hal*, an enzyme associated with catabolism (Figure 5b). As observed for SOC-specific developmental programs, the module that is shut-off at P16, predominantly includes key genes for development of neuronal circuits, axonal pathfinding, and neuronal cell type specification, including *Crmp1, Unc5, Ntn1, DCC, Robo3, Slit1, Prrxl1, Flrt3, Lhx2, Lhx4*, *Pax6, Hoxa2, Gb1*, and *Gbx2* (Figure 5c). The program induced in the mature SOC includes key regulators and effectors of synaptic transmission such as *Abat, Syngr1, Rab3a, Slc6a1*, *Syt12, Lgi1, Grin2c, Htr2c, Unc13c*, and *Napb* (Figure 5d). Like the transcriptional module genes with similar absolute expression levels in the two organs, the repressed module contains major genes of all cell-cycle phases, including *Cdk1* and *Mcm3/5* (S phase), *Cdk4* and *Ccnb1* (G2/M), and *Cdc20, Cdca2, Bub1* and *Kif2c/11* (M phase) (Figure 5e). The module induced equally in both the cochlea and the SOC contains the myelination genes *Serinc5*, *Epb41l3, Mal, Omg, Gjc3*, and *Arhgef10* (Figure 5f).

**Figure 5.**
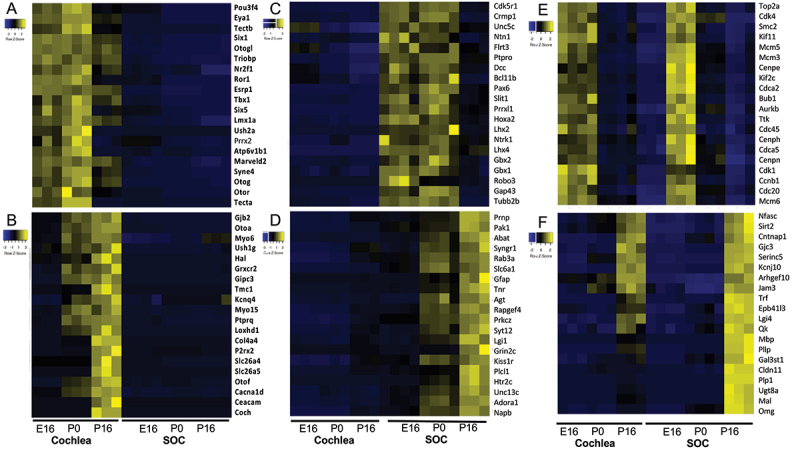
Key regulator and effector genes that are repressed and induced in the organ-specific and shared transcriptional programs in the developing auditory system. Key cochlea-specific repressed (a) or induced (b) genes. Key SOC-specific repressed (c) or induced (d) genes. Key genes that are repressed (E) or induced (F) during maturation of both the cochlea and the SOC.

### Regulation between miRNAs and target genes in SE and SOC

Our next goal was to explore the modulation of microRNA (miR) expression during the development of the cochlea and SOC. To this end, we conducted miR-seq on cochlea and SOC samples from the same developmental time points as in our RNA-seq experiment (E16, P0, and P16). 

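The miRNA-seq data analysed here came from 21 libraries. The cochlea was represented by 2 libraries at E16, 4 at P0 and 4 at P16, and the SOC by 4 at E16, 4 at P0 and 3 at P16. According to the paper, each SOC sample pooled 8 animals at E16, 6 to 8 at P0 and 3 at P16. Cochlear RNA was isolated with the Direct-zol kit and sequenced after SMARTer smRNA-Seq library preparation, whereas SOC RNA was isolated with the innuPREP miRNA kit and prepared with the TruSeq Small RNA kit. Each pair of kits was used for one organ, so differences in level between the organs cannot be told apart from differences between the kits. Changes over time were therefore measured within each organ, and the organs were compared through these changes.
The authors deposited the number of reads assigned to each mature miRNA in each library, as whole counts without normalization, for 1647 miRNAs under miRBase names. The paper's methods describe alignment to the miRNAs of MirGeneDB, whose names differ, and the paper's text does not name the counting step behind the miRBase names. Total counts per cochlea library ranged from 275971 to 447419 at E16 (median 361695), from 180671 to 207336 at P0 (median 188532) and from 124400 to 199418 at P16 (median 171320). In the SOC they ranged from 10090519 to 18053698 at E16 (median 13066679), from 8915671 to 17741834 at P0 (median 11709246) and from 8309669 to 12833264 at P16 (median 9956051). The coverage that the methods state for SOC small RNA is in total reads per sample and is higher than each of these totals, which cover only the reads counted on miRNAs and are the depth used here. The median SOC library held 59.5 times as many counts as the median cochlea library. A single count therefore stood for 5.08 CPM in the median cochlea library and for 0.0854 CPM in the median SOC library. A count of 0 allows up to 3 counts, a mean of 16.6 CPM for the cochlea at P0 and 0.249 CPM for the SOC at P0; such limits cover counting error only.
Counts were normalized by edgeR's TMM method, and the time points were compared within each organ by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (FDR). The tests covered miRNAs with over 1 CPM in at least 2 replicates of a time point of that organ. A miRNA was called differentially expressed (DE) when its fold change exceeded 1.5, its FDR was under 0.05 and every replicate of one time point lay above every replicate of the other. The choice of normalization, of the low-count filter and of this last criterion can change the numbers.
The SOC libraries fell into 3 sets that crossed the time points. In set A, the replicates 2 and 3 of E16 and of P0, miR-99b-5p took 17.2% to 19.6% of the counts, against at most 3.84% in the other SOC libraries. In set C, replicate 4 of P0 and replicates 2 and 3 of P16, miR-191-5p took 0.277% to 0.322% of the counts, against at least 3.84% in the others. Set B held the remaining SOC libraries, which were replicates 1 and 4 of E16 and replicate 1 of P0 and of P16. The sets were defined after the counts were seen, and neither the sample labels nor the paper names a batch for the SOC. Changes in the SOC are therefore also given with the set as a covariate of the test.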

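The number of libraries per group was 2 to 4, with 2 for the cochlea at E16 and 3 for the SOC at P16. No library was a copy of another: in every pair of libraries of the same group the counts differed by more than sampling noise, with a chi-square statistic per degree of freedom of at least 7.04. For a single miRNA, the smallest two-sided p that an exact permutation test can give is 0.0667 with 2 libraries against 4, and 0.0286 with 4 against 4 or 4 against 3. A comparison of the cochlea with E16 can thus not reach 0.05 by permutation, and its FDR rests on edgeR's model across all miRNAs. In simulated counts with the means and totals of these libraries, 200 miRNAs were changed 8-fold, and 50.0% of them were recovered in the cochlea and 90.5% in the SOC. Among the 103 changed cochlea miRNAs with a mean of at least 20 CPM, 82 were recovered. Of the unchanged miRNAs, 4 of 696 were called in the cochlea and 3 of 494 in the SOC.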

Again, the experiments assessed 3–4 independent samples. 

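A total of 1045 miRNAs exceeded 1 CPM in at least 2 replicates of any time point in either organ, of the 1647 listed. Of these, 896 passed in the cochlea and 694 in the SOC, 545 of them in both organs, 351 in the cochlea only and 149 in the SOC only. At the depth of the cochlea libraries a single count exceeds 1 CPM, so the criterion there asks for no more than 1 count in each of 2 replicates. A stricter limit of 5 CPM left 900 miRNAs, with 816 in the cochlea and 493 in the SOC, and asking for every replicate of a time point left 840. The widest criterion, at least 1 count in the same number of replicates, gave 1344. When the SOC counts were thinned at random to the depth of the cochlea, 1006 miRNAs passed, 602 of them in the SOC.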

Overall, the results detected the expression of 319 miRNAs (Table S6). As before, PCA detected a clear separation of samples by organ, with a secondary division by developmental phase (Figure 6a). 

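PCA of the 1045 detected miRNAs, as log2 TMM-normalized CPM with a prior count of 2, placed the 10 cochlea libraries between -66.2 and -38.2 on PC1 and the 11 SOC libraries between 44.3 and 62.0. PC2 scores in the cochlea had a mean of -23.6 ± 1.29 (SD, n = 2) at E16, -3.06 ± 1.15 (n = 4) at P0 and 12.7 ± 4.35 (n = 4) at P16. In the SOC the means were -20.7 ± 3.75 (n = 4), -1.08 ± 12.9 (n = 4) and 31.9 ± 12.4 (n = 3). Within the SOC, replicate 4 of P0 (set C) had a PC2 score of 18.14, against -8.80 to -6.13 for the other P0 replicates, and replicate 1 of P16 (set B) had 17.5, against 38.6 and 39.5 for the P16 replicates of set C. PC1 also separated E16 from the later time points within the cochlea, with a mean of -39.3 at E16, -61.7 at P0 and -62.7 at P16.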

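In the PCA of the miRNA-seq counts, PC1 carried 71.6% of the variance, PC2 8.29% and PC3 3.98%. The alternative that moved the share of PC1 most was the variance-stabilizing transformation of DESeq2, with 67.0%. After the SOC counts were thinned to the cochlea depth, an alternative chosen after seeing the data, the share was 69.8%. With each library left out in turn it stayed between 70.8% and 72.5%. In PCAs of one organ alone, PC1 carried 42.6% within the cochlea and 58.9% within the SOC. The RNA-seq libraries were not analysed here, and organ and library kit coincide on PC1.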

Overall, miRNA expression profiles showed greater distinction between the two organs than the RNA-seq gene expression profiles (PC1 in miRNA-seq accounts for 81% of expression variation (Figure 6a) compared to 64% in the RNA-seq data (Figure 2)). Differential expression analysis collectively identified 223 DE miRNAs (Table S7) which could be clustered into organ-specific or shared programs of miRNA modulation (Figure 6b).

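In the cochlea, 219 miRNAs were DE at P0 vs E16 (70 induced, 149 repressed), 265 at P16 vs E16 (98 induced, 167 repressed) and 94 at P16 vs P0 (35 induced, 59 repressed). In the SOC, 46 were DE at P0 vs E16 (17 induced, 29 repressed), 286 at P16 vs E16 (147 induced, 139 repressed) and 112 at P16 vs P0 (56 induced, 56 repressed). The organs were fitted apart, each with its own estimate of spread, so their numbers are not directly comparable. With all 21 libraries in one fit, P0 vs E16 gave 23 induced and 92 repressed in the cochlea, and 24 and 29 in the SOC. With the library set as a covariate, an analysis chosen after seeing the data, the SOC numbers were 96, 281 and 145. These included 46 of the 46, 251 of the 286 and 107 of the 112 miRNAs called without it. The set itself was associated with large differences. Between sets C and B, 381 of the 694 miRNAs differed with an FDR under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and between sets A and B 117.
The largest changes at P16 vs E16 among DE miRNAs with a group mean of at least 100 CPM were as follows. In the cochlea, miR-5100 rose from 17.3 ± 2.43 CPM (SD, n = 2) to 1822 ± 1286 (n = 4), a log2 fold change of 6.68 (standard error 0.633, FDR 1.61e-23), and miR-193b-5p from 28.8 ± 6.00 to 664 ± 275, a log2 fold change of 4.48 (standard error 0.586). miR-542-3p and miR-503-5p fell from 554 ± 86.2 and 279 ± 5.70 CPM to at most 3 counts per library, at least 27.4-fold and at least 13.8-fold lower. In the SOC, miR-338-5p rose from 24.9 ± 21.5 CPM (n = 4) to 1534 ± 606 (n = 3) and miR-770-5p from 5.73 ± 3.52 to 138 ± 61.6, log2 fold changes of 5.95 and 4.59, or 5.73 and 3.20 with the set as a covariate. The largest SOC decrease in this rule was that of miR-205-5p, from 695 ± 389 CPM to 1.35 ± 0.800, a log2 fold change of -8.99 (standard error 1.09, FDR 0.000131), or -7.69 with the set as a covariate. The other SOC miRNA named by the rule for a decrease was miR-96-5p.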

**Figure 6.**
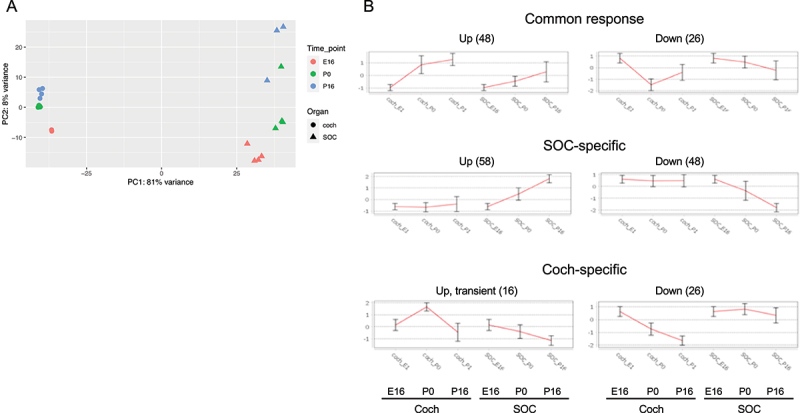
miRNA expression profiles in the developing SOC and cochlea. (a) PCA of the miR-seq data shows that the main component (PC1) is associated with organ-specific expression programs, while the second component (PC2) reflects developmental programs that are shared by the cochlea and the SOC. (b) The main clusters detected for the differentially expressed miRnas in our dataset.

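For the shared and organ-specific programs of panel b, the 2 organs were compared on the 545 miRNAs tested in both. Of these, 278 were DE in the cochlea and 225 in the SOC, with 123 in both, 155 in the cochlea only and 102 in the SOC only. The size of the overlap could not be told from chance (odds ratio 1.28, two-sided Fisher's exact test, p = 0.164). This test takes no account of the direction of the changes. At P16 vs E16, 106 miRNAs were DE in both organs and 97 of them changed in the same direction, 32 up and 65 down, while 8 fell in the cochlea and rose in the SOC and 1 did the opposite. At P0 vs E16, 15 of 17 changed in the same direction.
Being DE in one organ only does not show that the change differed between the organs, so the difference itself was tested as an organ by time interaction in a model of all 21 libraries. It had an FDR under 0.05 for 65 of 545 miRNAs at P0 vs E16 (49 with a higher change in the SOC, 16 with a lower one) and for 92 at P16 vs E16 (60 and 32). With DESeq2 these numbers were 122 and 139, and with the library set as a covariate the number at P0 was 170. Some miRNAs named for one organ were DE in the same direction in the other at P16 vs E16, by edgeR's quasi-likelihood test. These were miR-338-5p in the cochlea (4.37, FDR 1.38e-11), and miR-503-5p (-4.31, FDR 0.000169) and miR-542-3p (-3.15, FDR 0.000503) in the SOC. For miR-338-5p, miR-503-5p and miR-770-5p the interaction at P16 was not past the threshold (1.49, FDR 0.175; 1.93, FDR 0.274; 2.97, FDR 0.452), although each had been named for one organ. Over the alternatives these FDR values were 0.0597 to 0.700, 0.0840 to 0.654 and 0.0233 to 0.643, and that of miR-770-5p was under 0.05 only with limma (3.54). miR-770-5p had 0 to 1 count in every cochlea library and miR-503-5p 0 to 2 at P16, so for these the comparison rests on groups at the floor. For miR-205-5p it was -9.23 (FDR 3.50e-05), since its level in the cochlea was 216 ± 25.6 CPM (SD, n = 2) at E16 and 215 ± 93.0 (n = 4) at P16.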

As the next stage, we screened the expression programs for miRNA and protein-coding genes in the developing cochlea and SOC for possible regulatory interactions. To this end, we first examined the protein-coding gene clusters (Figures 3–4) for enrichment of predicted targets of specific miRNAs. Since miRNAs often destabilize their target transcripts, the expression of miRNAs that play a regulatory role in the development of the cochlea and the SOC might be expected to exhibit a negative correlation with the expression pattern of the target genes. We therefore examined the expression profile of each miRNA with enrichment of the predicted targets in a certain gene cluster for any significant negative correlation. Overall, this analysis detected six miRNAs, miR-20, miR-29, miR-96, miR-182, miR-381, and let-7b (p < 0.01 for the enrichment of predicted targets and *r* < −0.4 for the correlation between the mean expression patterns of the miRNA and the predicted targets, Table S8). 

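The relation between these miRNAs and their predicted targets was recomputed from the miRNA counts and from the target expression averages that the paper lists for each gene in Table S9. The mean log2 change of the targets relative to E16 was set against that of the miRNA over the 6 group means, of which 4 are free because the E16 value of each organ is 0 by construction. miR-29 was taken as miR-29a-3p and miR-20 as miR-20b-5p, a choice made after the values were seen. Of the members compared, their profiles over the 21 libraries correlated best with the entries of the paper's tables matched to its figure (r = 0.957 and 0.842). miR-20a-5p, which the paper's discussion names, had r = -0.21 with that entry and r = 0.971 with another one, so that the member meant by miR-20 is uncertain. The Pearson r was -0.76 for miR-96 (36 genes), -0.71 for miR-182 (35 genes), -0.84 for miR-29 (79 genes), -0.88 for let-7b (61 genes) and -0.88 for miR-20 (39 genes). Exact two-sided permutation of the 6 values gave p = 0.0528, 0.0806, 0.0167, 0.0333 and 0.0111 in the same order. After Benjamini-Hochberg adjustment over the 5 relations these were 0.0660, 0.0806, 0.0417, 0.0556 and 0.0417. Spearman's rho was -0.82 for each of them except let-7b (exact permutation p = 0.05 for miR-29 and 0.0528 for the others). For let-7b it was -0.76 (exact permutation p = 0.0972). All permutations of these correlations, here and below, exchange the E16 values, which are 0 by construction. Their p-values therefore cannot decide whether a relation exists. The paper had also kept these relations for an r under -0.4 in the same study, so a negative r was to a large part given in advance. The adjustment covers only the 5 relations and not the others that were screened. Without the 2 groups farthest from the median of the miRNA, r was -0.48, -0.45, -0.64, -0.93 and -0.57, so that the relation of miR-96, miR-182 and miR-20 rested largely on those groups. The SOC libraries had 0 to 1 count of miR-29a-3p at E16 and of miR-20b-5p at P16. The SOC changes of miR-29 and the SOC P16 change of miR-20 are thus not measured sizes. With 0.5 CPM added to the miRNA group means, r was -0.75 for miR-29 and -0.78 for miR-20. With the library set as a covariate, an analysis chosen after seeing the data, the r of let-7b moved most, to -0.62. Within one organ only 3 group means exist, too few for a correlation. Over the 545 miRNAs tested in both organs, with 0.5 CPM added to their group means, r with the miR-96 target profile was under -0.4 for 33.6%, and the share was 29.0% for the let-7b targets and 45.9% for the miR-29 targets. For the miR-29 targets, the printed cochlea averages differ from the means of the replicate columns of the same table, for 79 of the 79 genes at E16 and at P0 and for 69 at P16. The mean log2 change of these targets in the cochlea was 3.29 at P0 and 2.71 at P16 in the printed averages, but 0.16 and -1.18 in the means of the replicates. With those means, an alternative chosen after seeing the data, r was -0.84 (exact permutation p = 0.00278), rho was -1 and the share was 29.7%.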

Interestingly, these include miR-96, whose germline mutations cause deafness in humans and mice [17,18]. The expression of miR-96 was markedly repressed during the maturation of the SOC, while the expression of its predicted targets was significantly induced, suggesting their de-repression (Figure 7a). 

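miR-96-5p is listed by its miRBase name. Its gene, Mir96, lies on the minus strand of chromosome 6 (GRCm38, 30169446 to 30169551). In the SOC its level was 211 ± 171 CPM (SD, n = 4) at E16, 29.3 ± 20.1 (n = 4) at P0 and 1.50 ± 0.861 (n = 3) at P16, from 300 to 4364 counts per library at E16 and 5 to 23 at P16. The log2 fold change was -2.85 at P0 vs E16 (standard error 0.832, FDR 0.0597 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -7.12 at P16 vs E16 (standard error 1.17, FDR 0.000706). Every P16 library lay below every E16 library (exact permutation test, two-sided p = 0.0286, the smallest that 4 libraries against 3 allow). With the library set as a covariate the P0 change was -2.58 (FDR 0.00175) and the P16 change -5.22 (standard error 0.810), and within set B, with 2 libraries at E16 and 1 at P16, it was -5.42. Across all alternatives the FDR of the P16 change ranged from 6.48e-15 to 0.0187, and that of the P0 change from 0.00175 to 0.428. The P0 libraries of miR-96-5p (5.12 to 53.1 CPM) overlapped those of E16 (26.1 to 436 CPM), so the P0 change was not DE. Its FDR passed the threshold in 7 of 12 settings, so that this criterion depends on the model. They included DESeq2 (FDR 0.00422), no filter (0.0154), all 21 libraries in one fit (0.0112) and the replicate block (-2.66, FDR 0.0168). The others, chosen after seeing the data, were the set covariate, thinned SOC counts (0.0237) and a covariate for miR-99b-5p-rich libraries (0.0341). It also passed without E16 replicate 4 and without P16 replicate 1. In the cochlea, miR-96-5p was counted 41 to 46 times per library at E16, 3 to 7 times at P0 and 1 to 14 times at P16, or 95.8 ± 22.5, 31.1 ± 8.34 and 47.7 ± 27.8 CPM. Its log2 fold change there was -1.59 at P0 (standard error 0.684, FDR 0.0703) and -0.96 at P16 (standard error 0.674, FDR 0.271). Over the alternatives these FDR values were 0.0173 to 0.403 and 0.104 to 0.511, and the P0 change passed the threshold with library totals only and without P16 replicate 2. The change at P16 was lower in the SOC than in the cochlea by a log2 difference of -6.25 (FDR 0.00233), or -4.57 with the set as a covariate, whereas the difference at P0 was not past the threshold (-1.32, FDR 0.412), nor with the set as a covariate (-1.10, FDR 0.309; 0.309 to 0.775 over the alternatives). The targets, in the paper's averages, changed by a mean log2 of 1.96 ± 0.90 (SD over 36 genes) at P16 vs E16 in the SOC and by 1.42 ± 1.12 in the cochlea. From the repression of miR-96 in the SOC and the induction of its predicted targets, the paper proposes that the targets were de-repressed.

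**Figure D1:**
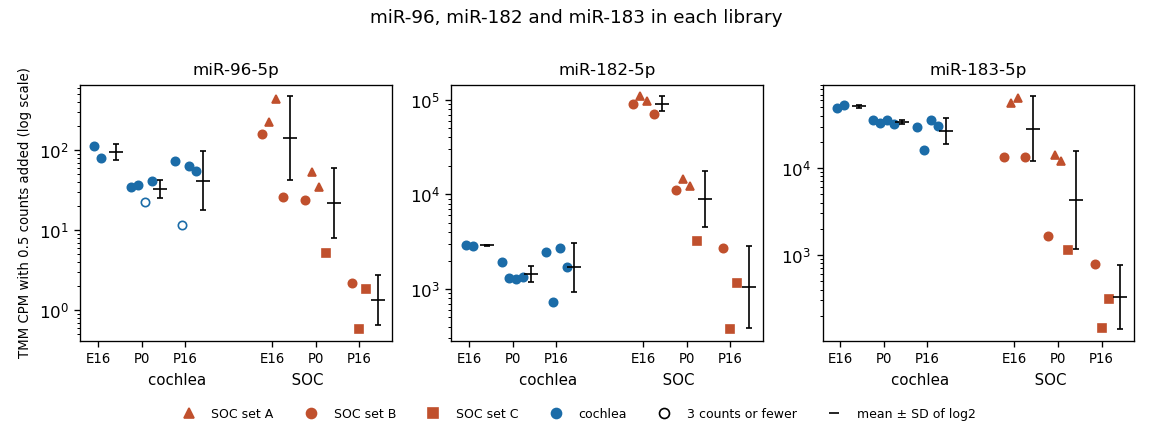
TMM-normalized CPM (log axis) of miR-96-5p, miR-182-5p and miR-183-5p in each library, by organ and time point, with the mean and SD of the log2 values; open points mark libraries with at most 3 counts and symbols mark the SOC library sets. The 3 SOC P16 libraries of miR-96-5p sit between 0.530 and 2.16 CPM, below all 4 E16 libraries (26.1 to 436 CPM).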

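Mir182, the gene of miR-182-5p, lies on the same strand of chromosome 6 as Mir96 (GRCm38, 30165918 to 30165992), 3453 bp away, and Mir183 lies 116 bp from Mir96 on its other side, so that the 3 genes span 3820 bp. The nearest protein-coding gene to Mir182 is Nrf1, at 12460 bp. In the SOC, miR-182-5p fell from 92115 ± 15737 CPM (SD, n = 4) at E16 to 10310 ± 4951 (n = 4) at P0 and 1412 ± 1192 (n = 3) at P16. Its log2 fold change vs E16 was -3.16 at P0 (standard error 0.634, FDR 0.0109 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -6.03 at P16 (standard error 0.827, FDR 0.000248). At both time points all libraries lay below all E16 libraries (exact permutation test, two-sided p = 0.0286). The changes with the library set as a covariate were -2.90 and -4.95, and within set B the P16 change was -4.90. Depending on the alternative, the FDR was 2.87e-06 to 0.337 at P0 and 8.10e-20 to 0.0152 at P16. In the cochlea the levels were 2885 ± 64.0 CPM (n = 2), 1472 ± 318 (n = 4) and 1895 ± 889 (n = 4), log2 fold changes of -0.97 (FDR 0.0534) and -0.60 (FDR 0.231). The cochlea FDR ran from 0.00244 to 0.274 at P0 and from 0.0388 to 0.582 at P16 over the alternatives. The P0 change passed the threshold with RLE size factors, with library totals only and without any one of 4 libraries, and the P16 change with library totals only. The P16 change differed between the organs by -5.60 on the log2 scale (FDR 0.000488; -4.58 with the set as a covariate). At P0 the difference of -2.31 was not past the threshold (FDR 0.0698), but with the set as a covariate it was (-2.05, FDR 0.00541), as it was under DESeq2 (FDR 0.0208). Over the alternatives this FDR was 0.00541 to 0.232, so the call at P0 depends on the model.

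**Figure D2:**
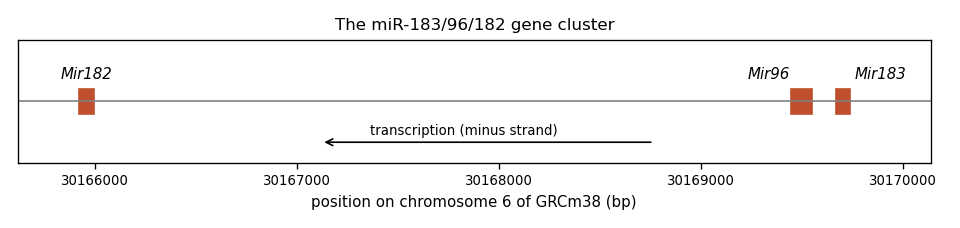
Positions of Mir182, Mir96 and Mir183 on chromosome 6 of GRCm38, in base pairs, drawn to scale as boxes from the GENCODE annotation. Mir96 and Mir183 are separated by 116 bp and Mir182 lies 3453 bp from Mir96, all on the minus strand.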

Reassuringly, miR-182, which is part of the miR-96 gene cluster, and thus is co-expressed, showed a similar expression pattern (Figure 7b). 

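miR-183-5p, the third member of the cluster (Mir183, GRCm38 chromosome 6, 30169668 to 30169737, minus strand), had 36456 ± 26878 CPM (SD, n = 4) in the SOC at E16, 7208 ± 6741 (n = 4) at P0 and 413 ± 332 (n = 3) at P16. The log2 fold change vs E16 was -2.34 at P0 (standard error 0.899, FDR 0.142 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -6.46 at P16 (standard error 1.24, FDR 0.00177). All 3 P16 libraries were below all 4 E16 libraries (exact permutation test, two-sided p = 0.0286), and miR-183-5p met the 3 criteria for DE at P16 vs E16. The SOC sets differed in its level, which was higher in set A than in set B by 2.32 on the log2 scale and lower in set C by a log2 change of -1.36. With the set as a covariate the changes were -2.36 at P0 (FDR 3.61e-05, past the threshold) and -4.28 at P16 (standard error 0.375). The P0 libraries overlapped those of E16, so the criterion on overlap was not met at P0. Within set B the change at P16 was -4.09. Over the alternatives, the FDR ranged from 3.61e-05 to 0.327 at P0 and from 1.41e-11 to 0.0150 at P16. In the cochlea it stood at 51105 ± 2576 CPM (n = 2) at E16, 34185 ± 1798 (n = 4) at P0 and 27840 ± 8374 (n = 4) at P16, log2 fold changes of -0.58 (FDR 0.282) and -0.88 (FDR 0.0748). These FDR values were 0.0133 to 0.577 and 0.00106 to 0.407 over the alternatives. The P16 change passed the threshold under DESeq2, with library totals only, under limma and without P16 replicate 1 or 2, and the P0 change with library totals only and without P16 replicate 2. The P16 change differed between the organs by -5.71 (FDR 0.00262), or by -3.63 with the set as a covariate. The P0 difference was -1.91 (FDR 0.208), and with the set as a covariate it was -1.91 with an FDR of 0.00179 (0.00179 to 0.476 over the alternatives), so that its call changes with the model.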

The genes *Gria3, Kcna1 Dock9, Ank3*, and *Syp*, which are regulated by miR-96 and miR-182, are mainly involved in neurotransmission. miR-183, which is also a member of the miR-96 cluster, showed the same trend, but did not reach our statistical cut-off for differential expression. This is in agreement with different half-lives of miRNAs from the same cluster [36]. Interestingly, let-7b and miR-29-3p displayed the opposite trend in that their expression was significantly induced during cochlea and SOC maturation, while the expression of their predicted target genes was down-regulated (Figure 7c-d). 

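let-7b-5p comes from Mirlet7b on the plus strand of chromosome 15 (GRCm38, 85707319 to 85707403). In the cochlea it rose from 794 ± 164 CPM (SD, n = 2) at E16 to 4021 ± 891 (n = 4) at P0 and 11824 ± 3921 (n = 4) at P16, log2 fold changes of 2.34 (standard error 0.452, FDR 4.50e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 3.89 (standard error 0.495, FDR 2.23e-13). In the SOC it was rare, with 1.39 ± 0.311 CPM (n = 4) at E16, 13.1 ± 19.0 (n = 4) at P0 and 46.7 ± 26.6 (n = 3) at P16, log2 fold changes of 3.22 (standard error 0.879, FDR 0.0461) and 5.06 (standard error 0.969, FDR 0.00177). One SOC library at P0, replicate 4 of set C, had 41.6 CPM, and the lowest had 3.13. With the library set as a covariate the SOC changes were 1.63 and 2.97, and within set B the P16 change was 3.80. The P0 change kept the threshold in 7 settings and lost it in 5. It lost it under limma (1.76, FDR 0.168), with the replicate block (2.16, FDR 0.117) and with thinned SOC counts (2.04, FDR 0.443). A covariate for the libraries rich in miR-99b-5p (2.65, FDR 0.101) and leaving those libraries out also lost it. So did 7 of 11 fits with a library left out, with 1.42 (FDR 0.101) without P0 replicate 4. The FDR over the alternatives ran from 0.00155 to 0.443 for the SOC at P0, from 9.81e-08 to 0.0277 for the SOC at P16 and from 1.97e-24 to 0.00317 for the cochlea at P16. The P16 changes of the organs did not differ past the threshold (1.03, FDR 0.552). Among the other settings the difference was negative only with the set as a covariate (-1.19, FDR 0.146) and with thinned SOC counts (-0.41, FDR 0.971).
The miR-29 family was counted as 3 mature miRNAs. miR-29a-3p (Mir29a, chromosome 6, 31062660 to 31062747, minus strand) in the cochlea had 468 ± 8.38 CPM at E16, 20.9 ± 25.3 at P0 and 492 ± 427 at P16. Its log2 fold change vs E16 was -4.53 at P0 (standard error 0.532, FDR 2.71e-15) and 0.08 at P16 (standard error 0.459, FDR 0.922), so that the rise there was from P0 to P16 (4.61, FDR 5.45e-18). The sign at P16 vs E16 depended on 1 library and on the scaling, with -0.71 without P16 replicate 1 and -0.46 with library totals only. In the SOC, miR-29a-3p was at 0 to 1 count per library at E16, 0 to 4 at P0 and 8 to 13 at P16, at least 4.31-fold higher at P16 than E16 (exact permutation test, two-sided p = 0.0286). It stayed under the 1 CPM filter there and was not part of the test. miR-29b-3p had 14.6 ± 1.42 CPM at E16 in the cochlea, 0 counts in all 4 libraries at P0 and 33.8 ± 17.0 CPM at P16, with a P16 change of 1.20 (FDR 0.350). In the SOC it rose from 0.920 ± 0.314 CPM to 4.21 ± 2.38 and 23.1 ± 10.2, log2 fold changes of 2.18 (FDR 0.0227) and 4.62 (standard error 0.547, FDR 0.000126), or 2.37 and 4.98 with the set as a covariate. The FDR of the latter was 2.21e-15 to 0.121 over the alternatives. The P16 change of miR-29b-3p was higher in the SOC by 3.15 (FDR 0.0270), but by 0.72 (FDR 0.795) after the SOC counts were thinned to the cochlea depth, an FDR of 0.00497 to 0.795 over the alternatives. miR-29c-3p was at least 3.40-fold higher at P16 than E16 in the SOC, and its change in the cochlea was 0.27 (FDR 0.902).

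**Figure D3:**
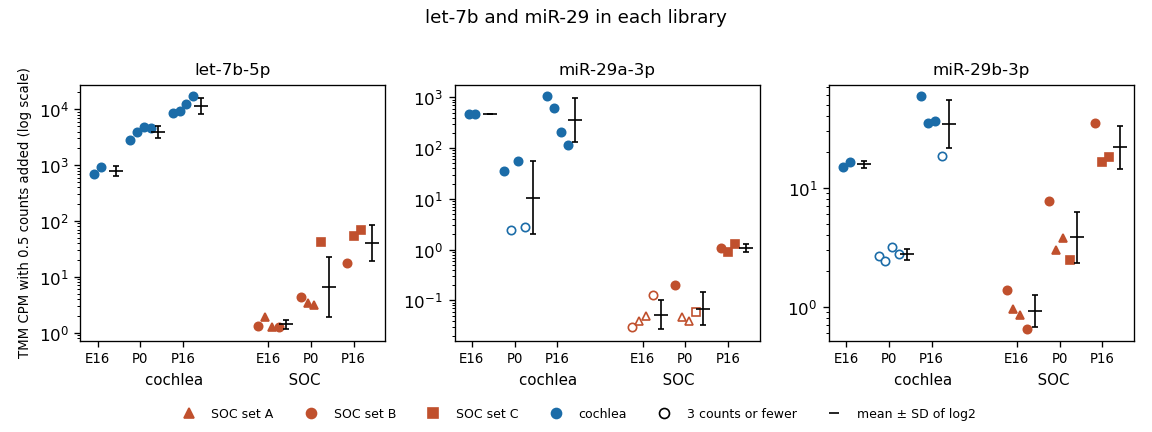
TMM-normalized CPM (log axis) of let-7b-5p, miR-29a-3p and miR-29b-3p in each library by organ and time point, with the mean and SD of the log2 values; open points mark libraries with at most 3 counts and symbols mark the SOC library sets. let-7b-5p is higher at P16 than E16 in both organs, and miR-29a-3p in the cochlea is lower at P0 (20.9 CPM) than at E16 and P16.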

Notably, the target genes of these miRNAs are involved in regulation of neuronal circuit formation (*Plxnd1, Unk, Ephb3, Sema3f, Lmx1a, Lrig3, Tenm3, Chsy1, Sdk1, Mafb, Glis2*), cell survival (*Ybx3, Emp1, Tnfrsf1a, Glis2*), and ubiquitination (*Dtx2, Usp21, Fbxl12, Ubtd2, Usp42*) (Table S9). In addition, let-7b targets *Tmem2*, which is implicated in human deafness [37].

**Figure 7.**
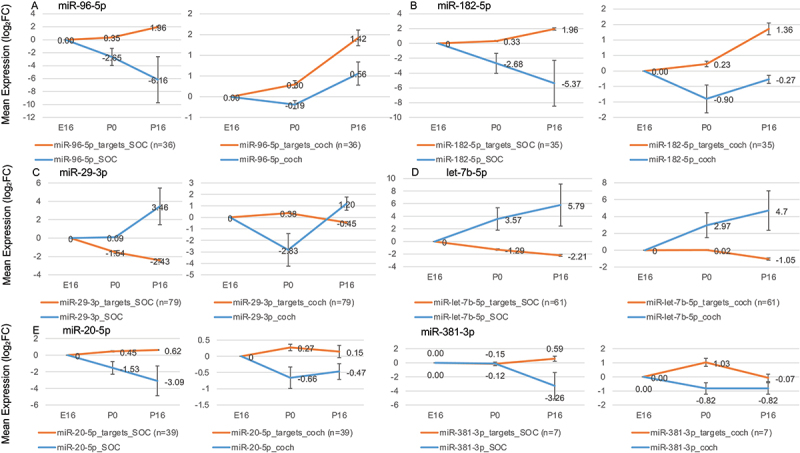
miRs with putative regulatory roles in the development of the auditory system. Each panel shows the mean expression of the miR in the cochlea and the SOC, as well as the mean expression of its predicted target genes (which were assigned to the cluster where the miRNA targets are over-represented). Error bars show ± SD.

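For the remaining panels, the miRNA values behind miR-20 and miR-381 were as follows. miR-20b-5p (Mir20b, GRCm38 chromosome X, 52742113 to 52742192, minus strand) in the cochlea had 80.4 ± 32.6 CPM (SD, n = 2) at E16, 15.1 ± 11.2 (n = 4) at P0 and 16.4 ± 15.4 (n = 4) at P16, log2 fold changes of -2.36 (FDR 0.0147 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -2.24 (standard error 0.805, FDR 0.0203). Without P16 replicate 2 the latter was -1.80 with an FDR of 0.0655, and its FDR ran from 0.00386 to 0.207 over the alternatives. The FDR of the P0 change ran from 0.00248 to 0.295. At P0, miR-20b-5p lost the threshold under limma, with all 21 libraries in one fit and without P0 replicate 2 or 3. In the SOC it had 3.43 ± 1.79 CPM (n = 4) at E16 and 0.852 ± 0.502 (n = 4) at P0, a log2 fold change of -1.99 (FDR 0.0705), or -2.02 with the replicate block (FDR 0.0489; 0.00647 to 0.421 over the alternatives). At P16 it was at 0 to 1 count per library (n = 3), at least 11.6-fold lower than at E16 (FDR 0.000536, and 5.30e-06 to 0.121 over the alternatives). The P16 change differed between the organs by a fitted -3.93 (FDR 0.0458), whose size is not measured with the SOC at the floor. The difference was -3.34 (FDR 0.0837) with the library set as a covariate and -2.41 (FDR 0.437) with the SOC counts thinned. Its FDR over the alternatives was 0.0191 to 0.969. The related miR-20a-5p, named beside it after the values were seen, was more abundant, with 1387 ± 529 CPM at E16 and 53.2 ± 35.5 at P16 in the cochlea, and 682 ± 232 and 138 ± 11.8 in the SOC. Its log2 fold changes at P16 were -4.64 (FDR 5.87e-20) and -2.31 (FDR 0.00110; -1.96 with the set as a covariate).
miR-381-3p (Mir381, chromosome 12, 109726822 to 109726896, plus strand) had 56.4 ± 1.14 CPM at E16 in the cochlea and at most 3 counts per library at P0 and P16, at least 3.39-fold and at least 2.79-fold lower (FDR 0.0142 and 0.00687, the latter 0.000910 to 0.0764 over the alternatives). In the SOC its level was 8346 ± 2330 CPM at E16, 5312 ± 3421 at P0 and 688 ± 785 at P16, log2 fold changes of -0.65 (standard error 0.704, FDR 0.643) and -3.60 (standard error 0.877, FDR 0.00648, and 5.51e-06 to 0.0689 over the alternatives). With the set as a covariate the P16 change was -2.54, and set C was lower than set B by a log2 change of -2.89. The P16 changes of the organs did not differ past the threshold (a fitted -0.36, FDR 0.908). The size of this difference is not measured, since the cochlea at P16 was at the floor. Among the other settings it was positive only with library totals only (0.32, FDR 0.899) and with the set as a covariate (0.68, FDR 0.657).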

## Discussion

A comprehensive understanding of the genetic factors governing the development of the hearing system is essential for the development of therapeutic approaches for hearing loss. While hundreds of genes are known to cause hearing loss, many cases of genetic deafness remain unresolved or with an unknown aetiology [5,6]. Auditory prostheses, such as cochlear implants, are designed to bypass the peripheral hearing system, and have varying effectiveness in restoring hearing for individual patients [38,39]. Previous transcriptome studies have generally focused either on the central or the peripheral hearing system [23,40–43], but there has been little attention given to the genetic elements that are common to these two systems. As an exception, one of our previous studies, which focused on 12 cochlea-abundant miRNAs, revealed widespread expression of these miRNAs in the auditory brainstem [24].

Both the inner ear and the SOC arise from the ectoderm during embryogenesis. Inner ear formation begins with the appearance of the otic placode, which in turn evolves into the otic vesicle. This then gives rise to the cochlea and vestibule, including the SE, and the spiral ganglion [44,45]. During brain development, the nuclei of the SOC develop from the rhombencephalon, an embryonic transient structure that is subdivided along the anterior-posterior axis into segmental compartments, named rhombomeres (r) [46]. Interestingly, the SOC derives mainly from r5 with a minor contribution of r4 and the otic placode develops in close spatial proximity to the rhombencephalon adjacent to r5/6. The observation that signalling from the rhombencephalon is essential for induction and development of the otic placode and the enriched of peripheral deafness genes in the SOC suggests a molecular cross talk and a shared gene regulatory network in sensory and neuronal cells of the auditory system [15,47,48]. In agreement, transcription factors such as Atoh1 [49], Lmx1a/b [50], Neurog1 and Neurod1 [51] or Isl1 [52] are essential for both the peripheral and central auditory systems.

In this study, we correlated the expression pattern of both mRNAs and miRNAs from the SE and the SOC at three significant developmental time points. We began by using RNA-seq data to identify genes that are differentially expressed (DEGs) during development and divide them into clusters. Such DEGs are likely to play a role in the proper development of the auditory system. Interestingly, the profiles of most of the DEGs were common to the SE and SOC, with only relatively small groups displaying organ-specific expression. This observation confirms the close developmental connection between the two organs. GO enrichment annotations of each cluster to characterize the main processes, revealed that the group of genes down regulated during the development of both organs is enriched for genes that function in all cell-cycle phases. This reflects the loss of the ability to proliferate during terminal differentiation and organ maturation. In contrast, down regulated genes that are highly expressed in the cochlea relative to the SOC area enriched for genes with functions in early inner-ear development, mesenchyme development, morphogenesis of epithelium, and the Wnt receptor-signalling pathway. In this context, Wnt-signalling is essential for inner ear development, because it is important for dorsal-ventral patterning of the otic vesicle [53]. Down regulated genes preferably expressed in the SOC displayed a prominence of GO expressions representing key roles in axonogenesis, axon guidance, and the neuropeptide signalling pathway. These include Robo3, which has been shown to be important for axonal midline crossing in the SOC [54].

The induced DEGs exhibit five main profiles. The upregulated groups with higher expression in the cochlea are dominated by genes that function in the sensory perception of sound, potassium ion transport, and the adaptive immune response, where potassium transport is a key step towards creating action potentials in the cochlea to transduce sound [55]. Similarly, although the adaptive immune response in the SE remains unclear, it holds great importance for SE repair after trauma [56]. On the other hand, induced genes more prominent in the SOC presented enrichment for regulators of synaptic transmission, neurotransmitter levels and calcium ion homoeostasis. Calcium signalling was previously shown to play an essential role for proper development of the SOC [57,58]. On the other hand, groups induced genes that favour expression in the SOC prove to be enriched for regulators of synaptic transmission, neurotransmitter levels, and calcium ion homoeostasis. Expectedly, the upregulated group with a similar expression in the two organs is enriched for axon ensheathment, as this process is a hallmark of functional maturation of neuronal circuits [59].

Both the induced and repressed groups of DEGs with higher expression in the cochlea were enriched for deafness genes. This cochlear bias can be explained in several ways. First, it could suggest that cochlear development is more susceptible to changes in genes expression. Alternatively, it could imply that some central hearing loss pathologies evolve at a different age than that generally examined, or that they are not as common. A third option is that the SOC is much more complex than the SE with respect to cell types, with the lateral superior olive (LSO) alone comprising seven different cell types [60]. It is therefore possible that the complex mRNA pattern of the SOC may ‘dilute’ deafness genes if they are expressed by a specific cell type]. Finally, it might be difficult to detect dysfunctions that are limited or restricted to the central auditory system, making central deafness genes harder to identify and study. Furthermore, the channelling of auditory information into various convergent and divergent subcircuits may render the central auditory system more resilient than the cochlea [52]. Our analysis revealed these deafness genes either as a peak at P0 with later repression at P16 or as a peak at P16; that is, they are active either as the SE cells complete differentiation or at hearing onset. Combining these expression patterns has the potential to detect a whole variety of new deafness genes.

With regard to the developmental expression patterns of miRNAs in the SE and SOC, PCA analysis of miRNA-seq data revealed strong organ and tissue-specific miRNA expression [61]. These could be clustered into common and organ specific groups, and screened for miRs with predicted target enrichment in DEG clusters. Correlating the increase of miRNAs with a downregulation of the target gene (or vice versa) allowed us to identify six miRNAs (miR-20, miR-29, miR-96, miR-182, miR 381, and let-7b) that are likely to regulate protein coding genes during SE and SOC development.

Among them is miR-96, a miRNA with well-established functions in both the SE and SOC. This renders the other five miRNAs also promising candidates for critical functions in both organs. Exemplarily, miR-20a regulates the expression of the Cyclin D protein and participates in the RGMa-RhoA pathway [62,63]. Cyclin D overexpression in the mature cochlea leads to the production of supernumerary cells in the inner ear SE [64], while under expression of RhoA causes apical abnormalities in outer hair cells (OHCs) [65]. A second miRNA identified as of interest, let-7b, is part of the -let-7 family. Members of the let-7 family have been described as potential regulators of de-differentiation in the inner ear hair cell regeneration in the newt [66]. In addition, overexpression of let-7 during chicken basilar papilla development postponed Atoh1 induction and reduced pro-sensory cell proliferation [67].

RNA-seq data provide unbiased information, thereby enabling comparisons and quantification. This approach can dissect out regulatory circuits that might not be visible in other ways. Here, we used tissues derived from mice to examine changes between different developmental time points, in two different parts of the hearing pathway. The mouse is a well-established model for hearing research [68] and has been used extensively to discover new deafness genes and explore possible genetic therapy [69]. While using a mouse model allows broad comparisons and access to the required tissues, the inherent limitation is that a model animal cannot fully recapitulate the conditions of human hearing [70]. Nevertheless, the microRNAs we detected, as well as their putative target genes predicted by TargetScan, are conserved between human and mouse.

One limitation of our study is that it is based on the analysis of bulk SOC and cochlear SE tissues. In principle, observed changes in expression levels in bulk transcriptomic analyses can stem from either cell-intrinsic modulation of gene expression programs or from changes in cellular composition of the analysed tissues. Follow-up, single-cell microRNA analysis of the cochlea SE and the SOC should shed light on which of the changes we observed in the expression levels of microRNAs and target genes result from which mechanism.

In conclusion, we present here an integrated RNA-seq and miRNA-seq dataset obtained from organs of the peripheral and central hearing systems. This is accompanied by a comprehensive analysis of the common and organ specific developmental gene expression profiles at three critical developmental time points. Furthermore, our analysis identified several miRNAs that show similar patterns of expression in both organs, together with an inverse correlation to significant hearing loss genes predicted as their targets. As exemplified by the identification of miR-96, the common pathways highlighted by this study provide valuable insights into the complementary development of the peripheral and central hearing systems.

## Supplementary Material

Supplemental Material Click here for additional data file.

## Data Availability

GEO accession number GSE221547

## References

[1] Morton CC, Nance WE. Newborn hearing screening — a silent revolution. N Engl J Med. 2006;354(20):2151–2164. doi: 10.1056/NEJMra05070016707752

[2] Quaranta N, Coppola F, Casulli M, et al. The prevalence of peripheral and central hearing impairment and its relation to cognition in older adults. Audiol Neurootol. 2014;19 Suppl 1:10–14.2573336010.1159/000371597

[3] Haile LM, Kamenov K, Briant PS, et al. Hearing loss prevalence and years lived with disability, 1990–2019: findings from the Global Burden of disease study 2019. The Lancet. 2021;397(10278):996–1009. doi: 10.1016/S0140-6736(21)00516-XPMC796069133714390

[4] Nance WE. The genetics of deafness. Ment Retard Dev Disabil Res Rev. 2003;9(2):109–119. doi: 10.1002/mrdd.1006712784229

[5] Abu Rayyan A, Kamal L, Casadei S, et al. Genomic analysis of inherited hearing loss in the Palestinian population. Proc Natl Acad Sci, USA. 2020;117(33):20070–20076. doi: 10.1073/pnas.200962811732747562PMC7443947

[6] Brownstein Z, Gulsuner S, Walsh T, et al. Spectrum of genes for inherited hearing loss in the Israeli Jewish population, including the novel human deafness gene *ATOH1*. Clin Genet. 2020;98(4):353–364. doi: 10.1111/cge.1381733111345PMC8045518

[7] Shearer AE, Shen J, Amr S, et al. A proposal for comprehensive newborn hearing screening to improve identification of deaf and hard-of-hearing children. Genet Med. 2019;21(11):2614–2630. doi: 10.1038/s41436-019-0563-531171844PMC6831511

[8] Pickles JO. Auditory pathways: anatomy and physiology. Handb Clin Neurol. 2015;129:3–25.2572626010.1016/B978-0-444-62630-1.00001-9

[9] Grothe B, Pecka M, McAlpine D. Mechanisms of sound localization in mammals. Physiol Rev. 2010;90(3):983–1012. doi: 10.1152/physrev.00026.200920664077

[10] Kopp-Scheinpflug C, Sinclair JL, Linden JF. When sound stops: offset responses in the auditory system. Trends Neurosci. 2018;41(10):712–728. doi: 10.1016/j.tins.2018.08.00930274606

[11] Frank MM, Goodrich LV. Talking back: development of the olivocochlear efferent system. Wiley Interdiscip Rev Dev Biol. 2018;7(6):e324. doi: 10.1002/wdev.32429944783PMC6185769

[12] Willaredt MA, Schluter T, Nothwang HG. The gene regulatory networks underlying formation of the auditory hindbrain. Cell Mol Life Sci. 2015;72(3):519–535. doi: 10.1007/s00018-014-1759-025332098PMC11113740

[13] Whitfield TT. Development of the inner ear. Curr Opin Genet Dev. 2015;32:112–118. doi: 10.1016/j.gde.2015.02.00625796080

[14] Zine A, Fritzsch B. Early steps towards hearing: placodes and sensory development. Int J Mol Sci. 2023;24(8):24. doi: 10.3390/ijms24086994PMC1013915737108158

[15] Ehmann H, Hartwich H, Salzig C, et al. Time-dependent gene expression analysis of the developing superior olivary complex. J Biol Chem. 2013;288(36):25865–25879. doi: 10.1074/jbc.M113.49050823893414PMC3764792

[16] Michalski N, Petit C. Genes involved in the development and physiology of both the peripheral and central auditory systems. Annu Rev Neurosci. 2019;42(1):67–86. doi: 10.1146/annurev-neuro-070918-05042830699050

[17] Lewis MA, Quint E, Glazier AM, et al. An ENU-induced mutation of miR-96 associated with progressive hearing loss in mice. Nat Genet. 2009;41(5):614–618. doi: 10.1038/ng.36919363478PMC2705913

[18] Mencia A, Modamio-Hoybjor S, Redshaw N, et al. Mutations in the seed region of human miR-96 are responsible for nonsyndromic progressive hearing loss. Nat Genet. 2009;41(5):609–613. doi: 10.1038/ng.35519363479

[19] Schluter T, Berger C, Rosengauer E, et al. miR-96 is required for normal development of the auditory hindbrain. Hum Mol Genet. 2018;27(5):860–874. doi: 10.1093/hmg/ddy00729325119

[20] Zolboot N, Du JX, Zampa F, et al. MicroRNAs instruct and maintain cell type diversity in the nervous system. Front Mol Neurosci. 2021;14:646072. doi:10.3389/fnmol.2021.64607233994943PMC8116551

[21] Friedman LM, Dror AA, Mor E, et al. MicroRNAs are essential for development and function of inner ear hair cells in vertebrates. Proc Natl Acad Sci, USA. 2009;106(19):7915–7920. doi: 10.1073/pnas.081244610619416898PMC2683084

[22] Rosengauer E, Hartwich H, Hartmann AM, et al. Egr2: cre mediated conditional ablation of dicer disrupts histogenesis of mammalian central auditory nuclei. PLoS One. 2012;7(11):e49503. doi: 10.1371/journal.pone.004950323152916PMC3495878

[23] Rudnicki A, Isakov O, Ushakov K, et al. Next-generation sequencing of small RNAs from inner ear sensory epithelium identifies microRnas and defines regulatory pathways. BMC Genomics. 2014;15(1):484. doi: 10.1186/1471-2164-15-48424942165PMC4073505

[24] Krohs C, Bordeynik-Cohen M, Messika-Gold N, et al. Expression pattern of cochlear microRnas in the mammalian auditory hindbrain. Cell Tissue Res. 2021;383(2):655–666. doi: 10.1007/s00441-020-03290-x33156384PMC7904729

[25] Dobin A, Davis CA, Schlesinger F, et al. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 2013;29(1):15–21. doi: 10.1093/bioinformatics/bts63523104886PMC3530905

[26] Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15(12):550. doi: 10.1186/s13059-014-0550-825516281PMC4302049

[27] Hait TA, Maron-Katz A, Sagir D, et al. The EXPANDER integrated platform for transcriptome analysis. J Mol Biol. 2019;431(13):2398–2406. doi: 10.1016/j.jmb.2019.05.01331100387

[28] Wu T, Hu E, Xu S, et al. clusterProfiler 4.0:a universal enrichment tool for interpreting omics data. Innovation (Camb). 2021;2(3):100141. doi: 10.1016/j.xinn.2021.10014134557778PMC8454663

[29] Babicki S, Arndt D, Marcu A, et al. Heatmapper: web-enabled heat mapping for all. Nucleic Acids Res. 2016;44(W1):W147–53. doi: 10.1093/nar/gkw41927190236PMC4987948

[30] Langmead B, Trapnell C, Pop M, et al. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol. 2009;10(3):R25. doi: 10.1186/gb-2009-10-3-r2519261174PMC2690996

[31] Fromm B, Hoye E, Domanska D, et al. MirGeneDB 2.1: toward a complete sampling of all major animal phyla. Nucleic Acids Res. 2022;50(D1):D204–D10. doi: 10.1093/nar/gkab110134850127PMC8728216

[32] Agarwal V, Bell GW, Nam JW, et al. Predicting effective microRNA target sites in mammalian mRnas. Elife. 2015;4:4. doi:10.7554/eLife.05005PMC453289526267216

[33] Groves AK, Fekete DM. Shaping sound in space: the regulation of inner ear patterning. Development. 2012;139(2):245–257. doi: 10.1242/dev.06707422186725PMC3243092

[34] Friauf E. Transient appearance of calbindin-D28k-positive neurons in the superior olivary complex of developing rats. J Comp Neurol. 1993;334(1):59–74. doi: 10.1002/cne.9033401058408759

[35] Lohmann C, Friauf E. Distribution of the calcium-binding proteins parvalbumin and calretinin in the auditory brainstem of adult and developing rats. J Comp Neurol. 1996;367(1):90–109. doi: 10.1002/(SICI)1096-9861(19960325)367:1<90:AID-CNE7>3.0.CO;2-E8867285

[36] Zhou L, Lim MYT, Kaur P, et al. Importance of miRNA stability and alternative primary miRNA isoforms in gene regulation during Drosophila development. Elife. 2018;7: doi: 10.7554/eLife.38389PMC606633130024380

[37] Scott DA, Drury S, Sundstrom RA, et al. Refining the DFNB7-DFNB11 deafness locus using intragenic polymorphisms in a novel gene, TMEM2. Gene. 2000;246(1–2):265–274. doi: 10.1016/s0378-1119(00)00090-110767548

[38] Peixoto MC, Spratley J, Oliveira G, et al. Effectiveness of cochlear implants in children: long term results. Int J Pediatr Otorhinolaryngol. 2013;77:462–468. doi:10.1016/j.ijporl.2012.12.00523291164

[39] Sharma SD, Cushing SL, Papsin BC, et al. Hearing and speech benefits of cochlear implantation in children: a review of the literature. Int J Pediatr Otorhinolaryngol. 2020;133:109984.3220375910.1016/j.ijporl.2020.109984

[40] Chadly DM, Best J, Ran C, et al. Developmental profiling of microRnas in the human embryonic inner ear. PLoS One. 2018;13(1):e0191452. doi: 10.1371/journal.pone.019145229373586PMC5786302

[41] Kolla L, Kelly MC, Mann ZF, et al. Characterization of the development of the mouse cochlear epithelium at the single cell level. Nat Commun. 2020;11(1):2389. doi: 10.1038/s41467-020-16113-y32404924PMC7221106

[42] Saleh AJ, Nothwang HG. Differential expression of microRnas in the developing avian auditory hindbrain. J Comp Neurol. 2021;529(15):3477–3496. doi: 10.1002/cne.2520534180540

[43] Petitpre C, Faure L, Uhl P, et al. Single-cell RNA-sequencing analysis of the developing mouse inner ear identifies molecular logic of auditory neuron diversification. Nat Commun. 2022;13(1):3878. doi: 10.1038/s41467-022-31580-135790771PMC9256748

[44] Freyer L, Aggarwal V, Morrow BE. Dual embryonic origin of the mammalian otic vesicle forming the inner ear. Development. 2011;138(24):5403–5414. doi: 10.1242/dev.06984922110056PMC3222214

[45] Mao Y, Reiprich S, Wegner M, et al. Targeted deletion of Sox10 by Wnt1-cre defects neuronal migration and projection in the mouse inner ear. PLoS One. 2014;9(4):e94580. doi: 10.1371/journal.pone.009458024718611PMC3981815

[46] Nothwang HG. Evolution of mammalian sound localization circuits: a developmental perspective. Prog Neurobiol. 2016;141:1–24. doi: 10.1016/j.pneurobio.2016.02.00327032475

[47] Willaredt MA, Ebbers L, Nothwang HG. Central auditory function of deafness genes. Hear Res. 2014;312:9–20. doi: 10.1016/j.heares.2014.02.00424566090

[48] Elliott KL, Fritzsch B, Yamoah EN, et al. Age-related hearing loss: sensory and neural etiology and their interdependence. Front Aging Neurosci. 2022;14:814528. doi:10.3389/fnagi.2022.81452835250542PMC8891613

[49] Maricich SM, Xia A, Mathes EL, et al. Atoh1-lineal neurons are required for hearing and for the survival of neurons in the spiral ganglion and brainstem accessory auditory nuclei. J Neurosci. 2009;29(36):11123–11133. doi: 10.1523/JNEUROSCI.2232-09.200919741118PMC2743121

[50] Chizhikov VV, Iskusnykh IY, Fattakhov N, et al. Lmx1a and Lmx1b are redundantly required for the development of multiple components of the mammalian auditory system. Neuroscience. 2021;452:247–264.3324606710.1016/j.neuroscience.2020.11.013PMC7780644

[51] Elliott KL, Pavlinkova G, Chizhikov VV, et al. Neurog1, Neurod1, and Atoh1 are essential for spiral ganglia, cochlear nuclei, and cochlear hair cell development. Fac Rev. 2021;10:47.3413165710.12703/r/10-47PMC8170689

[52] Filova I, Pysanenko K, Tavakoli M, et al. ISL1 is necessary for auditory neuron development and contributes toward tonotopic organization. Proc Natl Acad Sci, USA. 2022;119(37):e2207433119. doi: 10.1073/pnas.220743311936074819PMC9478650

[53] Munnamalai V, Fekete DM. Wnt signaling during cochlear development. Semin Cell Dev Biol. 2013;24(5):480–489. doi: 10.1016/j.semcdb.2013.03.00823548730PMC3690158

[54] Michalski N, Babai N, Renier N, et al. Robo3-driven axon midline crossing conditions functional maturation of a large commissural synapse. Neuron. 2013;78(5):855–868. doi: 10.1016/j.neuron.2013.04.00623664551

[55] Szeto IYY, Chu DKH, Chen P, et al. SOX9 and SOX10 control fluid homeostasis in the inner ear for hearing through independent and cooperative mechanisms. Proc Natl Acad Sci, USA. 2022;119(46):e2122121119. doi: 10.1073/pnas.212212111936343245PMC9674217

[56] Keithley EM. Inner ear immunity. Hear Res. 2022;419:108518. doi: 10.1016/j.heares.2022.10851835584985

[57] Ebbers L, Satheesh SV, Janz K, et al. L-type calcium channel Cav1.2 is required for maintenance of auditory brainstem nuclei. J Biol Chem. 2015;290(39):23692–23710. doi: 10.1074/jbc.M115.67267526242732PMC4583033

[58] Satheesh SV, Kunert K, Ruttiger L, et al. Retrocochlear function of the peripheral deafness gene Cacna1d. Hum Mol Genet. 2012;21(17):3896–3909. doi: 10.1093/hmg/dds21722678062

[59] Stassart RM, Mobius W, Nave KA, et al. The axon-myelin unit in development and degenerative disease. Front Neurosci. 2018;12:467. doi:10.3389/fnins.2018.0046730050403PMC6050401

[60] Rietzel HJ, Friauf E. Neuron types in the rat lateral superior olive and developmental changes in the complexity of their dendritic arbors. J Comp Neurol. 1998;390(1):20–40. doi: 10.1002/(SICI)1096-9861(19980105)390:1<20:AID-CNE3>3.0.CO;2-S9456173

[61] Ludwig N, Leidinger P, Becker K, et al. Distribution of miRNA expression across human tissues. Nucleic Acids Res. 2016;44(8):3865–3877. doi: 10.1093/nar/gkw11626921406PMC4856985

[62] Ghosh T, Aprea J, Nardelli J, et al. MicroRNAs establish robustness and adaptability of a critical gene network to regulate progenitor fate decisions during cortical neurogenesis. Cell Rep. 2014;7(6):1779–1788. doi: 10.1016/j.celrep.2014.05.02924931612

[63] Feng Y, Duan C, Luo Z, et al. Silencing miR-20a-5p inhibits axonal growth and neuronal branching and prevents epileptogenesis through RGMa-RhoA-mediated synaptic plasticity. J Cell Mol Med. 2020;24(18):10573–10588. doi: 10.1111/jcmm.1567732779334PMC7521253

[64] Tarang S, Pyakurel U, Weston MD, et al. Spatiotemporally controlled overexpression of cyclin D1 triggers generation of supernumerary cells in the postnatal mouse inner ear. Hear Res. 2020;390:107951. doi:10.1016/j.heares.2020.10795132244147PMC7204889

[65] Anttonen T, Belevich I, Laos M, et al. Cytoskeletal stability in the auditory organ in vivo: RhoA is dispensable for wound healing but essential for hair cell development. eNeuro. 2017;4(5):4. doi: 10.1523/ENEURO.0149-17.2017PMC560210528929130

[66] Tsonis PA, Call MK, Grogg MW, et al. MicroRNAs and regeneration: Let-7 members as potential regulators of dedifferentiation in lens and inner ear hair cell regeneration of the adult newt. Biochem Biophys Res Commun. 2007;362(4):940–945. doi: 10.1016/j.bbrc.2007.08.07717765873PMC2683343

[67] Evsen L, Li X, Zhang S, et al. *Let-7* miRnas inhibit CHD7 expression and control auditory-sensory progenitor cell behavior in the developing inner ear. Development. 2020;147(15):147. doi: 10.1242/dev.183384PMC743800732816902

[68] Ohlemiller KK, Jones SM, Johnson KR. Application of mouse models to research in hearing and balance. J Assoc Res Otolaryngol. 2016;17(6):493–523. doi: 10.1007/s10162-016-0589-127752925PMC5112220

[69] Taiber S, Gwilliam K, Hertzano R, et al. The genomics of auditory function and disease. Annu Rev Genomics Hum Genet. 2022;23(1):275–299. doi: 10.1146/annurev-genom-121321-09413635667089PMC10644960

[70] Tona R, Lopez IA, Fenollar-Ferrer C, et al. Mouse models of human pathogenic variants of TBC1D24 associated with non-syndromic deafness DFNB86 and DFNA65 and syndromes involving deafness. Genes (Basel). 2020;11(10):11. doi: 10.3390/genes11101122PMC759872032987832

How the deposited data were processed for this re-analysis (not part of the article)

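Small RNA was measured by miRNA-seq in 21 mouse libraries, from 2 organs (cochlea and SOC) at 3 time points (E16, P0 and P16). Each count column was paired with the organ, time point and replicate number of its label, and 0 columns were left without a sample. The authors deposited one table of raw counts, the number of reads they assigned to each of 1647 mature miRNAs in each library, without normalization. According to the paper's methods, the authors aligned the reads with Bowtie to a reference built from the mouse miRNAs of MirGeneDB and expressed them as CPM. The deposited table uses miRBase names instead. The paper's own normalized values and calls (Tables S6 and S7) were read only for comparison.

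From the counts, total counts per library were summed over all miRNAs and CPM were computed from these totals. The median total was 196885 counts in the cochlea and 11706138 in the SOC. Since PCR copies of one molecule cannot be told from separate molecules, all limits that a count of 0 allows (3 counts) cover counting error only. Of the 1647 miRNAs, 342 had no counts in the cochlea and 163 had none in the SOC. Detection followed the criterion of the paper, over 1 CPM in at least 2 replicates of a time point.

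Differential expression was tested in each organ with edgeR 4.0.16 in R 4.3.3, with TMM normalization and the quasi-likelihood F test, for P0 vs E16, P16 vs E16 and P16 vs P0. FDR values are Benjamini-Hochberg adjusted over all miRNAs tested in that organ, 896 in the cochlea and 694 in the SOC. A DE miRNA had an FDR under 0.05, a fold change over 1.5 and no overlap between the replicates of the compared time points. The difference between the organs was tested as an organ by time interaction in one edgeR model of all libraries. Where every library of a group had 3 counts or fewer, the fold change is given as a bound computed against 3 counts per library, and no fold change is given where both groups were at this floor. Standard errors are the log2 fold change divided by the square root of the F statistic. The named miRNAs were those of the paper's text and, by a rule set together with most alternatives before the data were examined, the 2 largest increases and the 2 largest decreases per organ at P16 vs E16 among DE miRNAs with a group mean of at least 100 TMM-normalized CPM. The rule had been written with MirGeneDB names, so the miRBase members standing for miR-29 (miR-29a-3p) and miR-20 (miR-20b-5p) were chosen after the values were seen, by their correlation over the libraries with the paper's values for the entries matched to its figure. The members miR-29b-3p, miR-29c-3p and miR-20a-5p are given beside them.

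PCA used log2 CPM with a prior count of 2 over the 1045 detected miRNAs, centred and not scaled. For the relation with predicted targets, the paper's averages of Table S9 were used as log2 changes relative to E16, averaged over genes, and set against the log2 change of the miRNA group means. No target list for miR-381 was used here. P-values of single miRNAs and of correlations come from exact two-sided permutation tests, with 0.5 counts added before taking the log2 of a library. Values far from the other libraries of a group of 4 were identified by Dixon's test at the 5% level. Gene positions were taken from the GENCODE annotation of GRCm38.

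The alternatives were DESeq2 1.42.0, RLE size factors, library totals without TMM factors, limma 3.58.1 on quantile-normalized log2 CPM, no filter on low counts, at least 10 counts in every library, all 21 libraries in one fit, no criterion on overlap, a fold change over 2, the replicate number as a block and leaving out each library in turn. In the SOC, E16 and P0 libraries of the same replicate number deviated together from their group means in 4 of 4 pairs (r = 0.251 to 0.490), against 2 of 12 pairs of different numbers. This pairing comes from the values alone, the paper names none, and it did not hold in every pair with P16. PCA was repeated with a prior count of 0.5 and with the variance-stabilizing transformation. Further alternatives were chosen after seeing the data. These were the SOC counts thinned to the median cochlea total, the SOC library set as a covariate, set B alone, a covariate for the libraries with over 10% of counts on miR-99b-5p, the SOC libraries without those, a pseudocount of 0.5 CPM and the recomputed averages of Table S9. The sets were defined by more than 10% of counts on miR-99b-5p (set A) and less than 1% on miR-191-5p (set C). Lists of epithelial (miR-141, miR-200a, miR-200b, miR-200c, miR-203, miR-205 and miR-429) and muscle miRNAs (miR-1a, miR-133a, miR-133b, miR-206, miR-208b and miR-499) were written from general knowledge after some of their values had been seen. The scripts were tested on simulated data before use. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The RNA-seq data of the paper were not analysed here.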

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

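The tests of explanations reported here and in the later parts, including the library sets and both miRNA lists, were chosen after the results they concern had been seen.

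Dixon's test on the named miRNAs and library totals in groups of 4 libraries marked 8 of 62 groups, where 3.10 are expected by chance at the 5% level. In the cochlea these were miR-182-5p in P0 replicate 1 (Q = 0.878; 1947 CPM against 1284 to 1351), miR-96-5p in P16 replicate 2 (Q = 0.847; 1 count, 7.78 CPM against 52.0 to 71.4) and miR-193b-5p in P16 replicate 2 (Q = 0.867; 1074 CPM against 491 to 546). In the SOC at E16 they were let-7b-5p in replicate 2 (Q = 0.869; 1.85 CPM against 1.20 to 1.29), miR-381-3p in replicate 1 (Q = 0.925; 11837 CPM against 7088 to 7364) and miR-338-5p in replicate 4 (Q = 0.881; 57.1 CPM against 12.7 to 15.2). At P0 both SOC values belonged to replicate 4, with let-7b-5p (Q = 0.884; 41.6 CPM against 3.13 to 4.25) and miR-193b-5p (Q = 0.870; 0 counts against 1.54 to 2.50 CPM).

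SOC P0 replicate 4 shared its deviation with P16 replicates 2 and 3, the libraries of set C. Over 692 miRNAs, the shift of set C at P0 correlated with its shift at P16 (r = 0.867), which is consistent with a difference between library preparations. The shift of set A at E16 and at P0 was also shared (r = 0.531, against -0.154 and -0.196 for the other pairings of the E16 libraries), so a difference between preparations may apply there too. An exchange of sample labels was tested on the 88 tested miRNAs that were DE between P0 and P16 in the cochlea. On their mean signed deviation, SOC P0 replicate 4 scored -0.0286, within the other P0 libraries (-0.0608 to 0.106), and P16 replicate 1 scored 0.683, near the other P16 libraries (0.752 and 0.824), which speaks against an exchange. A second score over all tested miRNAs, the position from P0 replicates 1 to 3 (0) to P16 replicates 2 and 3 (1), put P0 replicate 4 at 0.651 and P16 replicate 1 at 0.418. That axis runs from sets A and B to set C, so it includes the shift of the set and does not separate it from an exchange. A difference in tissue composition may move both arms of a hairpin together. Between sets C and B, 9 of the 30 hairpins whose arms both moved over 2-fold moved them in opposite directions, against 0 of 33 between P16 and E16 with the set as a covariate (two-sided Fisher's exact test, p = 0.000605). Some other references differed less. By the same exact test, opposite arms were seen in 5 of 38 for the SOC at P16 vs E16 without the covariate (p = 0.131), and in the cochlea in 4 of 20 at P0 vs E16 (p = 0.522) and 2 of 27 at P16 vs E16 (p = 0.0444). Since the outcome depends on the reference, tissue composition stays open for these libraries. The paper's own values in Table S6 hold the same feature, with 5882, 7708 and 4952 for Mir-191_5p in SOC P0 replicate 4, P16 replicate 2 and P16 replicate 3, against 49664 to 107786 in the other SOC libraries.

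The number of DE miRNAs was compared with that of all 35 splits of the same libraries into groups of the same sizes. The real split alone gave as many for the SOC at P0 vs E16 (1 of 35 splits; the next gave 2) and at P16 vs E16 (1 of 35; the next gave 82), and for the cochlea at P16 vs P0 (1 of 35; the next gave 12). For the SOC at P16 vs P0, 3 of the 35 splits gave at least the 112 of the real one. The split of set C from the other libraries gave 264 and that of P0 replicates 1 to 3 from the others gave 177. With the set as a covariate, 145 were DE at P16 vs P0 and 281 at P16 vs E16, so the sets alone are unlikely to account for the SOC counts.

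Changes over time that differed between the organs were found for 11 named comparisons, as log2 differences of the SOC from the cochlea with an FDR under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At P0 vs E16 they were 9.62 for miR-29b-3p, whose 4 cochlea libraries at P0 had 0 counts so that its size is not a measured fold, and -7.48 for miR-205-5p. At P16 vs E16 they were -6.25 for miR-96-5p, -5.60 for miR-182-5p, -5.71 for miR-183-5p, 3.15 for miR-29b-3p, -3.93 for miR-20b-5p, 2.19 for miR-20a-5p, -5.79 for miR-193b-5p, 3.12 for miR-542-3p and -9.23 for miR-205-5p. The cochlea libraries at P16 had 0 to 3 counts of miR-542-3p and the SOC libraries 0 to 1 of miR-20b-5p, so these differences are not measured sizes either. With the library sets as a covariate 10 of the 11 stayed under 0.05, and only the difference of miR-20b-5p did not (FDR 0.0837), which leaves it undecided. With the SOC counts thinned to the median cochlea total, 10 of the 11 could be tested. The cochlea libraries kept their own totals, 275971 to 447419 at E16 and 124400 to 199418 at P16. An effect of depth over time within the cochlea was thus not tested. The depth difference between the organs is unlikely to account for the 7 that stayed under 0.05. The other 3, for miR-29b-3p at P16 (0.72, FDR 0.795), miR-20b-5p (-2.41, FDR 0.437) and miR-20a-5p (1.87, FDR 0.111), could reflect library depth or the lower power of thinned counts. Over all alternatives the FDR of these 3 was 0.00497 to 0.795, 0.0191 to 0.969 and 0.0113 to 0.111, and miR-20b-5p had a difference of -0.055 under limma. That of miR-542-3p was 0.00335 to 0.0525, and was over 0.05 only with the replicate block. Organ coincides with the kits, and kit and organ cannot be told apart in levels. A constant kit effect cancels in these differences of changes.

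The paper's text does not discuss 7 of the miRNAs named by the rule on the largest changes at P16 vs E16. In the cochlea the log2 fold change was 6.68 for miR-5100 and 4.48 for miR-193b-5p, and miR-542-3p and miR-503-5p were at least 27.4-fold and at least 13.8-fold lower. In the SOC it was 5.95 for miR-338-5p, 4.59 for miR-770-5p and -8.99 for miR-205-5p. The SOC of E16 was taken from heads frozen whole, whereas the brain was dissected out before freezing at P0 and P16, so tissue from outside the brain may have contributed to the E16 samples. The 4 of 7 listed epithelial miRNAs that were tested in the SOC, miR-205-5p among them, all fell from E16 to P0, with a median log2 change of -3.78 with the set as a covariate, and had a median of -0.45 from P0 to P16. They went apart after P0, where miR-203-3p (-1.15, FDR 0.0185) and miR-205-5p (-1.58, FDR 0.0931) were lower and miR-200c-3p (0.51) and miR-429-3p (0.25) were not, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and the set as a covariate. The most abundant of them in the SOC at E16 were miR-205-5p (695 CPM) and miR-203-3p (301 CPM), and the most abundant of the muscle list was miR-206-3p (171 CPM). The 4 of 6 tested muscle miRNAs changed by a median log2 of -2.67 and then by 0.17, with miR-499-5p rising by 2.24 (FDR 0.00784) after P0. All 7 epithelial and 2 of the muscle miRNAs were also detected in the cochlea. Tissue at E16 alone would leave both lists level from P0 to P16, which not all members were, so a contribution of such tissue stays open. It would also leave no fall of miR-96-5p, miR-182-5p and miR-183-5p from P0 to P16, where the smallest fall of the 3 was -1.92 with the set as a covariate. Tissue remaining at P0 was not tested. From E16 to P0, tissue and time cannot be told apart.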

How the results depend on the processing

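Results of the SOC library sets, the thinned SOC counts and the low miR-99b-5p libraries are alternatives chosen after seeing the data, and the others were set beforehand. Of the alternative values for the counts, shares, correlations and the named P16 changes, 238 under other settings and 390 with a library left out stayed within their limits. The values that did not are given here. Where no cause is named, the cause was not tested. For the other named changes, 412 and 487 stayed, 37 and 16 passed the threshold newly, 28 and 23 lost it, and 9 and 4 moved. The target correlations kept their sign and stayed under -0.4 in each alternative run, but moved in size. Under other settings r ran from -0.79 to -0.73 for miR-96-5p, -0.73 to -0.70 for miR-182-5p, -0.84 to -0.74 for miR-29-3p, -0.88 to -0.62 for let-7b-5p and -0.88 to -0.65 for miR-20-5p.

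Under DESeq2, 84 miRNAs instead of 46 were DE in the SOC at P0 vs E16 (47.6% of them induced instead of 37.0%), and the change differed between the organs for 122 instead of 65 miRNAs at P0 and 139 instead of 92 at P16. miR-20-5p (miR-20b-5p) in the cochlea at P16 had -2.20 and was no longer past the threshold. It also lost it under limma (-2.57) and with all 21 libraries in one fit (-2.13). With library totals only, the interaction count at P0 was 143, miR-182-5p in the cochlea at P16 was past the threshold (-1.002) and miR-29-3p (miR-29a-3p) there was reversed (-0.46). The median log2 change in the cochlea shifted by -0.43 at P0 and -0.44 at P16 under that scaling, and the induced share of DE miRNAs went from 32.0% to 15.6% and from 37.0% to 23.5%. In the SOC at P0 the shift was 0.13 and the share reached 49.0%. Under limma on quantile-normalized values, the cochlea at P0 had 128 DE miRNAs instead of 219, with a shift of 0.28 and an induced share of 54.7%. At P16 the shift was 0.13 and the share 48.6%, and miR-381-3p had -3.43 without passing the threshold. For the SOC at P16 vs P0 the induced share was 63.9% instead of 50.0%, with a shift of 0.14.

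Without a filter, miR-29-3p could be tested in the SOC at P16, with a fitted log2 change of 5.05 (FDR 0.00873) over a group at the floor, so only the bound of at least 4.31-fold is a measured size. The filter of at least 10 counts in every library left 173 miRNAs in the cochlea and 448 in the SOC. DE miRNAs then numbered 93 (P0), 104 (P16) and 54 (P16 vs P0) in the cochlea, and 189 in the SOC at P16. Either contrast gave 132 in the cochlea and 190 in the SOC, with 285 in either organ and 37 in both. The interaction counts were 32 and 38. Fewer miRNAs tested accounts for lower counts by construction. The induced share was 60.2% and 52.9% in the cochlea, with a shift of 0.22 at P16 and 0.14 at P16 vs P0, and 47.2% and 69.3% in the SOC at P0 and at P16 vs P0. With all 21 libraries in one fit, the cochlea had 115 at P0 (20.0% induced) and 61 at P16 vs P0, and the SOC medians shifted by 0.13, 0.45 and 0.32, with induced shares of 45.3%, 64.9% and 68.8% instead of 37.0%, 51.4% and 50.0%. Counts of detected miRNAs were 694 for the SOC alone against 1045.

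Deviations of SOC libraries with the same replicate number at different time points correlated above 0.1 in 5 of 10 pairs (r from -0.601 to 0.548), against 7 of 30 pairs of different numbers, and in the cochlea in 1 of 8 against 2 of 24. The pairs of E16 with P0 in the SOC were all above 0.1, and not all of those with P16 were. With the replicate number as a block, 155 and 201 miRNAs were DE in the cochlea at P0 and P16, and 44, 304 and 129 in the SOC. miR-381-3p in the cochlea at P16 then had -3.12 without passing the threshold. For the SOC at P0, the block took miR-96-5p (-2.66), miR-20-5p (-2.02) and miR-770-5p (2.01) past the FDR threshold. It left let-7b-5p (2.16) and miR-542-3p (-1.56) short of that threshold, and moved no other named miRNA across it.

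The SOC counts thinned to the cochlea depth gave 18, 114 and 34 DE miRNAs at P0 vs E16, P16 vs E16 and P16 vs P0, 116 in either of the first contrasts and 67 shared with the cochlea, since fewer counts limit the test. miR-20-5p in the SOC at P16 had -3.72 without passing it. Without the libraries rich in miR-99b-5p, 0 were DE at P0 vs E16 (73 with an unadjusted p under 0.05), 104 at P16 vs E16, 15 at P16 vs P0, 104 in either of the first and 49 in both organs, with 2 libraries each at E16 and P0. miR-381-3p in the SOC had -3.74 and lost the threshold. With the library set as a covariate the count at P0 vs E16 was 96, and 170 changes at P0 differed between the organs. In set B alone the P16 changes were -5.42 for miR-96-5p, -4.90 for miR-182-5p and 3.80 for let-7b-5p. For miR-29-3p the computed 4.57 is not a measured size, since its E16 libraries had 0 and 1 count.

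PC1 carried 67.0% after the variance-stabilizing transformation, 68.6% after quantile normalization, 67.1% with a prior count of 0.5, 73.8% with the 142 miRNAs of at least 10 counts in every library and 69.8% after thinning. PC2 carried 7.58%, 11.3% and 9.93% with the prior count, the filter and the thinning. With each library left out, PC1 ranged from 70.8% to 72.5% and PC2 from 6.94% to 8.91%.

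Leaving out each library in turn gave 23 to 60 DE miRNAs in the SOC at P0 vs E16 (23 without E16 replicate 1 or 3, 24 without E16 replicate 2, 25 without P0 replicate 3). For the SOC at P16 vs P0 the range was 66 to 248, with 248 without P0 replicate 4, 217 without P16 replicate 1, 66 without P16 replicate 2 and 67 without P16 replicate 3. The interaction count at P16 ranged from 65 to 147, the latter without SOC P16 replicate 1. miR-29-3p in the cochlea at P16 ranged from -0.71, without P16 replicate 1, to 0.41. miR-20-5p there ranged from -2.89 to -1.78 and lost the threshold without P16 replicate 2 (-1.80).

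miR-205-5p in the cochlea at P16, at -0.01, was 0.047 under DESeq2, 0.047 with RLE size factors, 0.41 under limma, 0.19 with the filter of 10 counts, 0.061 with all libraries in one fit and 0.11 with the replicate block, and ranged from -0.27 to 0.13 with a library left out. miR-29c-3p in the cochlea at P16, at 0.27, was -0.23 with library totals and -0.30 under limma, and ranged from -0.50, without P16 replicate 1, to 0.67. miR-193b-5p in the SOC at P16 went from -1.14 to 0.91 with the library set as a covariate.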

Differences from the paper's values

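Settings named here as closing a gap were set before the data were examined and brought the value within the limits used for the comparison.

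The paper's number of detected miRNAs is 319, against 1045 here, and none of the 5 alternatives closes the gap. The list of the paper comes from MirGeneDB, which the deposited names do not follow. Whether this accounts for the gap was not tested. The paper's methods give 215 DE miRNAs in the cochlea, against 331. DESeq2, limma, no filter, all 21 libraries in one fit and the replicate block bring it within the limit, as does leaving out P0 replicate 2, 3 or 4. Counts with a library left out were still 304 to 359, above the paper's. For either organ the paper's total is 223, against 497, and the filter of at least 10 counts in every library brings it within the limit, with 285.

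A recount of the calls in the paper's Table S7 gives the paper's number as 111 for the cochlea at P0 vs E16, against 219. Limma, the filter of at least 10 counts, all 21 libraries in one fit and the replicate block close the gap. At P16 vs E16 the paper's recount is 104, against 265, and for either contrast 142, against 331. Only the filter of at least 10 counts closes these, among the alternatives run. In the SOC the paper's recount at P16 vs E16 is 143, against 286, and for either contrast 148, against 289. The same filter closes both, as does leaving out P16 replicate 2, and P16 replicate 3 for the latter. The paper's recount for both organs is 67, against 123, closed by all 21 libraries in one fit and by leaving out SOC P16 replicate 2 or 3. The recounts of 142 and 148 from Table S7 are below the paper's 215 and the 193 it states for the SOC.

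For the cochlea, the paper's log2 fold changes were higher than those computed here for each of the miRNAs compared. At P0 vs E16 the paper's value for miR-96-5p is -0.58, against -1.59, closed by limma, and at P16 vs E16 it is 0.27, against -0.96, closed by no alternative. The paper's values for miR-182-5p are -0.14, against -0.97, and 0.46, against -0.60, with no alternative closing either. miR-183-5p has 2 variants in the paper's table. For the first the paper's values are 0.28, against -0.58, and 0.25, against -0.88, which no alternative closes. For the second they are 0.48, against -0.58, which none closes, and -0.23, against -0.88, closed by all 21 libraries in one fit. miR-29-3p has -3.34 at P0 in the paper, against -4.53, closed by DESeq2, and 1.22 at P16, against 0.084, closed by DESeq2 and limma. let-7b-5p has 3.19 in the paper, against 2.34, and 4.99, against 3.89, the latter closed by none. With all 21 libraries in one fit the former was 2.35, with a standard error of 0.882 instead of 0.452. That setting closed the gap by its wider standard error and not by a change in value. miR-20-5p has -1.18 in the paper, against -2.36, closed by limma (-2.21, standard error 1.39) and by leaving out E16 replicate 1, and -0.75, against -2.24, closed by none. Where every library of a group had 3 counts or fewer, as for miR-381-3p in the cochlea and miR-20-5p in the SOC at P16, only the bound was compared, and it was not over 1.5 times the paper's fold. The bounds of miR-381-3p (-1.76 at P0 and -1.48 at P16) nevertheless lie below the paper's -1.42 and -1.24. The cause of these differences was not tested.

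The paper's r between miRNA and targets is -0.91 for miR-29-3p, against -0.84, -0.96 for miR-20-5p, against -0.88, and -0.62 for miR-96-5p, against -0.76, and no alternative closes these. For let-7b-5p it is -0.85, against -0.88, closed by quantile-normalized CPM means and by leaving out cochlea E16 replicate 2, cochlea P0 replicate 1 or SOC P16 replicate 3. For miR-182-5p it is -0.69, against -0.71, closed only by leaving out cochlea P16 replicate 2, SOC P0 replicate 2 or SOC P16 replicate 2.

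Some statements of the paper differ in direction or call. The paper states that miR-183 did not reach its criterion for DE. Here miR-183-5p was DE in the SOC at P16 vs E16 (-6.46, FDR 0.00177 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the paper's Table S7 also marks it there. The paper states that miR-29-3p was induced during cochlea maturation. Here miR-29a-3p in the cochlea fell at P0 vs E16 (-4.53) and was level at P16 vs E16 (0.08, FDR 0.922 from the same test). From P0 to P16 it rose (4.61, FDR 5.45e-18), so the difference from the paper lies in the comparisons with E16. For the enrichment of predicted targets the paper's text gives p under 0.01, whereas its Table S8 lists larger values for miR-182 and miR-96. In the paper's Table S9, the printed cochlea averages of the miR-29 targets differ from the means of the printed replicates for 79 of 79 genes at E16, 79 of 79 at P0 and 69 of 79 at P16. With the means of the replicates, an alternative chosen after seeing the data, r was -0.84. The mean log2 change of these targets in the cochlea at P16 vs E16 was 2.71 in the printed averages and reversed to -1.18 in the means of the replicates.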

Other observations

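The tests reported here were chosen after the results were seen.

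let-7 miRNAs of the 5p arm took 3.33% to 18.6% of the counts in the cochlea libraries (median 6.74%) and 0.0545% to 0.364% in the SOC (median 0.115%). The 5p arm exceeded the 3p arm in 8 of 8 hairpins in the cochlea and in 5 of 8 in the SOC. Less transcription of the let-7 precursors in the SOC would lower both arms, and the 3p arm was also lower there for 6 of the 8 hairpins, by 3.50-fold to 86.7-fold. For 7 of the 8 the 5p arm differed between the organs by over 2 times the fold of the 3p arm. Less transcription could therefore account for a part of the difference, and it stays open. The library kit could contribute, since the more abundant arm differed between the organs for 39 of 184 hairpins (21.2%). Kit and organ cannot be told apart in these libraries.

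More miRNAs were detected in the cochlea (896) than in the SOC (694). A single count of a cochlea library exceeds 1 CPM, which could raise the number there. After thinning to the cochlea depth, 602 were detected in the SOC, so that depth alone did not explain the larger number in the cochlea. The separation of the organs on PC1 could also have followed library depth, but PC1 kept 69.8% of the variance after thinning.

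The negative correlations between the selected miRNAs and their targets could reflect a time course shared by many miRNAs. Against the target profile of miR-96-5p, 33.6% of the 545 miRNAs tested in both organs had r under -0.4, and 29.0% to 45.9% did against the target profiles of the 5 miRNAs, so that passing -0.4 did not single out a miRNA. This comparison added 0.5 CPM to the miRNA group means, which gave r of -0.76 for miR-96-5p, -0.71 for miR-182-5p, -0.75 for miR-29-3p, -0.85 for let-7b-5p and -0.78 for miR-20-5p. The share with an r at least as negative as these was 11.7% for miR-96-5p, 14.3% for miR-182-5p, 23.3% for miR-29-3p, 4.59% for let-7b-5p and 10.3% for miR-20-5p, which leaves a shared time course more open for some than for let-7b-5p. The miR-29-3p values rest on the printed target averages, which differ from the means of their replicates. With the means of the replicates, the miR-29-3p share was 15.0%, and 29.7% had r under -0.4.

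The fall of miR-96-5p, miR-182-5p and miR-183-5p in the SOC from E16 to P16 might have come from the library sets. With the set as a covariate, the smallest fall of the 3 was -4.28, with an FDR of 7.35e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.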
